# PAD4^+^ neutrophils promote hepatic stellate cell activation and accelerate MASH fibrosis progression viaNET-DNA/TAOK1/MAPK pathways

**DOI:** 10.1172/jci.insight.191479

**Published:** 2026-01-09

**Authors:** Jiajia Shen, Shanshan Huang, Yaohui Wang, Qingyuan Wang, Shibo Lin, Wei Guan, Yingyun Gong, Yiming Si, Ming Zhao, Hongwen Zhou, Hui Liang

**Keywords:** Cell biology, Hepatology, Metabolism, Fibrosis, Neutrophils

## Abstract

Neutrophils play a pivotal role in the progression of metabolic dysfunction–associated steatohepatitis (MASH) by mediating inflammatory responses. However, the heterogeneity of neutrophil subsets in MASH and their specific contributions to disease progression remain unclear. In this study, analysis of liver biopsies from 265 patients revealed a strong association between elevated neutrophil counts and MASH severity, particularly fibrosis. Five distinct neutrophil subsets were identified in human liver tissue, with PAD4^+^ neutrophils serving as key drivers in MASH progression. Mechanistically, PAD4^+^ neutrophils generate neutrophil extracellular traps (NETs) and activate hepatic stellate cells via the TAOK1-dependent MAPK signaling pathway. Inhibition of PAD4^+^ neutrophils in vivo attenuated the progression of liver fibrosis without exacerbating liver injury. Collectively, these findings elucidate the pivotal involvement of PAD4^+^ neutrophils in MASH progression and identify them as promising therapeutic targets for mitigating fibrosis and inflammation.

## Abstract 2

PAD4⁺ neutrophils drive liver fibrosis in MASH by releasing NETs that activate stellate cells via TAOK1–MAPK signaling, highlighting a potential therapeutic target.

## Introduction

Metabolic dysfunction–associated steatotic liver disease (MASLD) has become the most common chronic liver disorder globally, affecting approximately 30% of adults (1). Metabolic dysfunction–associated steatohepatitis (MASH), an advanced stage of MASLD, is characterized by excessive fat accumulation, inflammation, hepatocellular injury, and fibrosis. It has received significant attention due to its potential progression to cirrhosis, or hepatocellular carcinoma (2, 3). Currently, there are limited therapeutic options for MASH, representing a significant unmet medical need (4).

Increasing evidence suggests that immune cell infiltration into the liver plays a crucial role in MASH, with inflammation being a major driver of disease pathology (5). Among immune cell types, neutrophils — key components of the innate immune response — are known to be involved in inflammation and tissue remodeling. Recent studies have highlighted an association between neutrophil infiltration and fibrosis severity in MASH, suggesting a possible link between neutrophils and disease progression (6, 7). However, the specific mechanisms by which neutrophils contribute to MASH pathogenesis remain poorly understood.

Neutrophils exhibit significant phenotypic and functional diversity (8, 9). In the steady state, single-cell RNA sequencing has identified 8 distinct populations of neutrophils, each characterized by unique molecular signatures (10). During bacterial infections, substantial changes occur in the genetic composition of neutrophil populations, resulting in dynamic transitions between subpopulations (10). In LPS-induced liver injury, transcriptomic analyses demonstrate a marked upregulation of the integrin subunit α_M_ in neutrophils compared with those isolated from healthy livers (11). In alcohol-associated hepatitis, low-density neutrophils display an exhausted phenotype with diminished phagocytic activity and originate from activated high-density neutrophils (12). However, the regulatory role of neutrophil heterogeneity in MASH development remains unclear.

In this study, we investigated the role of PAD4^+^ neutrophils in the progression of MASH, with particular emphasis on their involvement in hepatic stellate cell (HepSC) activation and liver fibrosis. By analyzing liver biopsy samples from 265 MASLD patients, we observed a significant correlation between neutrophil infiltration and disease severity, especially fibrosis. In murine models of MASH, neutrophil depletion mitigated both steatosis and fibrosis, but exacerbated liver injury. Additionally, we identified 5 distinct neutrophil subsets infiltrating the human liver, with PAD4^+^ neutrophils playing a central role in the promotion of MASH-associated liver fibrosis. Inhibition of PAD4^+^ neutrophils or neutrophil extracellular trap (NET) formation significantly attenuated fibrosis progression. Mechanistically, NETs released by PAD4^+^ neutrophils activated HepSCs through the TAOK1-dependent MAPK pathway. These findings enhance our understanding of neutrophil heterogeneity in MASH and highlight potential therapeutic targets for mitigating fibrosis in this disease.

## Results

### Neutrophil infiltration correlates with MASLD severity.

To assess the clinical relevance of neutrophil infiltration in MASLD, we analyzed liver biopsies from patients with different disease severities. Neutrophil infiltration was significantly elevated in MASH compared with both metabolic dysfunction–associated steatotic liver (MASL) and non-MASLD groups, with neutrophils predominantly localized in the periportal regions and occasionally observed in the lobular areas (Figure 1, A and B). Immunohistochemical staining corroborated these findings, demonstrating an increased presence of neutrophils in the livers of MASH patients (Figure 1, C and D).

We assessed clinical and pathological characteristics in 265 liver biopsy samples, classifying them into non-MASLD (23.8%, *n* = 63), non-MASH (29.1%, *n* = 77), and MASH (47.1%, *n* = 125) cohorts (Supplemental Tables 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.191479DS1). Patients with MASH were younger and exhibited worse metabolic profiles, including higher BMI and alanine aminotransferase (ALT), aspartate aminotransferase (AST), γ-glutamyltransferase (GGT), and total cholesterol (TC) levels (*P* < 0.05). Notably, neutrophil infiltration was significantly greater in the MASH group compared with both non-MASH and non-MASLD groups (*P* = 0.000; Supplemental Table 1). When clinicopathological data were stratified by tertiles of neutrophil counts, a positive correlation was observed between the degree of neutrophil infiltration and elevated levels of BMI, ALT, AST, GGT, and TC (*P* < 0.05). Additionally, neutrophil counts positively correlated with MASLD severity, including steatosis, ballooning, lobular inflammation, and fibrosis (*P* < 0.05; Table 1). Correlation analysis confirmed a strong association between neutrophil infiltration and liver fibrosis (*r* = 0.691) (Figure 1E and Table 2). We then assessed chemokine expression in human liver tissues using enzyme-linked immunosorbent assay and found elevated levels of CXCL5 and CXCL8 in the MASH group compared with both the non-MASLD and MASL groups (Figure 1F). Notably, CXCL8 was identified as a potent recruiter of neutrophils (13). Therefore, in human liver tissue, we observed a correlation between neutrophil infiltration and the pathological severity of MASLD.

To validate these findings, we established the MASL model by feeding mice a high-fat diet (HFD), and the MASH model by administering a methionine- and choline-deficient diet (MCD) or a Western diet combined with low-dose CCl_4_ (WD/CCl_4_). Neutrophil infiltration was significantly elevated in MASH mice compared with controls fed a standard diet, with the most pronounced infiltration observed in the MASH group (Figure 1, G and H). Flow cytometric analysis further confirmed these findings, revealing an increase in neutrophil populations in both MASL and MASH models (Figure 1, I and J). Collectively, these data suggest that neutrophil infiltration is a key feature of MASH, strongly correlating with disease severity, particularly fibrosis, and may serve as a potential clinical marker for disease progression.

### Neutrophil depletion inhibits the progression of hepatic steatosis and fibrosis but increases liver damage in MASH.

To investigate the effects of neutrophil depletion on liver pathology at the MASL and MASH stages, Ly6G antibodies were administered intraperitoneally during the development of the HFD and WD/CCl_4_ models (Supplemental Figure 1, A–C). In the HFD model, neutrophil depletion did not influence body weight gain (Figure 2A) or liver weight (Figure 2B). Serum levels of ALT and AST remained stable and were not significantly altered by neutrophil depletion (Figure 2, C and D). Notably, neutrophil depletion resulted in a reduction of the NAFLD activity score (NAS), primarily due to alleviated hepatic steatosis, while fibrosis levels exhibited only minor changes (Figure 2, E–G). Flow cytometric analysis revealed an increase in macrophage and monocyte infiltration into the liver under the HFD diet, although neutrophil depletion did not significantly affect this infiltration (Figure 2, H–J). Therefore, at the MASL stage, neutrophil clearance reduces hepatic steatosis while having minimal impact on inflammation and fibrosis.

In the WD/CCl_4_ model, body weight gain remained comparable between the control diet (CD) and WD/CCl_4_ groups, with neutrophil depletion having no significant effect on this parameter (Figure 3A). During the MASH stage, liver weight significantly increased; however, neutrophil depletion led to a slight reduction in liver weight (Figure 3B). Importantly, levels of ALT and AST were significantly elevated following neutrophil depletion, indicating exacerbated hepatocyte damage (Figure 3, C and D). Pathological analysis further revealed a reduction in MASH severity, as evidenced by decreased NAS scores and lower fibrosis grades (Figure 3, E–G). Flow cytometric analysis demonstrated a reduction in liver infiltration by monocytes and macrophages following neutrophil depletion (Figure 3, H–J). Taken together, these findings suggest that neutrophil depletion alleviates liver steatosis and fibrosis, while potentially exacerbating hepatocyte injury in the context of MASH.

### Single-cell RNA sequencing identifies 5 distinct neutrophil subsets infiltrating the human liver, with PAD4^+^ neutrophils specifically associated with the development of MASLD.

To investigate alterations in immune cell composition during the progression of MASLD, we performed single-cell RNA sequencing (scRNA-Seq) on non-parenchymal cells isolated from patients with MASL (*n* = 6) and MASH (*n* = 6). After filtering out dead cells and doublets, we obtained a total of 121,020 cell transcriptomes (51.1% from MASL and 48.9% from MASH; Supplemental Figure 2A). Cell populations were annotated based on canonical marker genes (Supplemental Figure 2B). The analysis revealed 9 major cell types: B cells, cholangiocytes, hepatocytes, mast cells, myeloid cells, plasma cells, stromal cells, T and NK cells, and plasmacytoid dendritic cells (pDCs) (Supplemental Figure 2C). Notably, the frequency of myeloid cells was significantly elevated in MASH compared with MASL, while the frequencies of other cell types remained relatively unchanged (Supplemental Figure 2D).

We next examined neutrophils in MASL- and MASH-affected livers. Myeloid cells were classified into 6 subclusters, including Kupffer cells (KCs), macrophages, monocytes, neutrophils, and 2 dendritic cell clusters (Figure 4A and Supplemental Figure 3A). The proportion of neutrophils and macrophages significantly increased in MASH, with neutrophil expansion being more pronounced (19.6% vs. 11.4%, *P* = 0.047) (Figure 4B). Differential gene expression analysis revealed upregulation of interferon-related and proinflammatory genes, such as IFITM3, HSPA1A, and CD69, in MASL (Supplemental Figure 3, B and C). In contrast, genes associated with neutrophil activation and phagocytosis, including S100A8, S100A9, and SOD2, were upregulated in MASH (Supplemental Figure 3, B and D). These findings indicate increased and activated neutrophil infiltration in MASH.

Further analysis of the 2,428 neutrophils across all samples (34.7% from MASL, 65.3% from MASH) using uniform manifold approximation and projection (UMAP) identified 5 distinct neutrophil clusters, with each cluster containing cells from all donors, indicating that there is no donor-specific transcriptomic profile (Figure 4C). Neutrophil populations were annotated based on the expression levels of marker genes (Figure 4D). The MASH group showed significantly higher proportions of Neut-3 and Neut-5 compared with MASL (Figure 4E and Supplemental Figure 4A). Notably, PAD4, MMP-9, and RBP7 were highly expressed in Neut-5, distinguishing it from the other clusters (Figure 4D). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that genes in Neut-5 were enriched in pathways related to NET formation and IL-17 signaling (Supplemental Figure 4B). Gene Ontology (GO) analysis further indicated enrichment for stress responses and cell chemotaxis in Neut-5 (Supplemental Figure 4C). Pseudotemporal trajectory analysis suggested differentiation from Neut-4 into Neut-2, Neut-3, or Neut-5 (Figure 4F).

After further validation, gene signature scoring confirmed that NET formation was predominantly localized within the Neut-5 subset (Figure 4G). PAD4, a marker gene for Neut-5, exhibited significantly increased expression in the MASH group (Figure 4H). Flow cytometry analysis corroborated these findings, revealing a significantly higher frequency of PAD4^+^ neutrophils in mice affected by MASH compared with those with MASL (Figure 4, I and J, and Supplemental Figure 4D). Collectively, our results suggest that human liver-infiltrating neutrophils constitute a heterogeneous population composed of 5 distinct subsets, with PAD4^+^ neutrophils potentially playing a role in the progression of MASLD through NET formation.

### Inflammatory cytokines in MASH-affected livers drive the increased expression of PAD4^+^ neutrophils and the formation of NETs.

To validate the role of PAD4^+^ neutrophils in the progression of MASLD, we assessed PAD4 expression in liver biopsies from patients at various stages of MASLD. PAD4 expression was significantly elevated in the MASH stage (Figure 5, A and B). PAD4-mediated histone citrullination is widely recognized as a crucial step in NET formation (14). To further investigate, we performed immunofluorescence staining for myeloperoxidase (MPO) and citrullinated histone H3, specific markers for neutrophils and NETosis. NET formation was minimally detected in non-MASLD and MASL tissues, but was prominently present in MASH tissues (Figure 5, C and D). These findings were further corroborated in mouse models, where WD/CCl_4_ mice exhibited significantly higher levels of hepatic NETs and PAD4 compared with CD- or HFD-fed mice (Figure 5, E–H). Together, these results suggest that PAD4^+^ neutrophils and NET formation are closely associated with the progression of MASLD.

Neutrophils function by responding to inflammatory signals and migrating to sites of injury or infection (15). To investigate the causes of elevated PAD4^+^ neutrophil and NET formation in MASH livers, we examined the expression of inflammatory cytokines in human liver samples. Analysis of 48 cytokines in MASL and MASH patient livers revealed 10 cytokines that were significantly elevated in MASH: MIG, MIP-1β, IL-12p40, LIF, IP-10, IL-8, MIP-1α, G-CSF, HGF, and TNF-β (Figure 5, I and J, and Supplemental Table 3). Among these, IL-8, G-CSF, and TNF-β have been identified as inducers of NET formation (16–18). Fluorescence analysis confirmed that IL-8, G-CSF, and TNF-β promoted increased PAD4 expression and NET formation in vitro (Figure 5, K–N). No significant differences were observed in most other inflammatory cytokines (Supplemental Figure 5, A–E). Collectively, these findings demonstrate that inflammatory cytokines in MASH livers contribute to the elevated expression of PAD4^+^ neutrophils and enhanced NET formation, underscoring the role of the inflammatory microenvironment in disease progression.

### Inhibition of PAD4^+^ neutrophils slows fibrosis progression in MASH livers without exacerbating liver damage.

To investigate the role of PAD4^+^ neutrophils in MASH, we developed mice with neutrophil-specific knockout of PAD4 (PAD4^fl/fl^; MRP8-Cre, PAD4ΔPMN) (Supplemental Figure 6A). This model has been well validated in multiple published studies to achieve efficient and specific deletion of PAD4 in neutrophils (19–22). In the HFD and WD/CCl_4_ models, weight changes in PAD4ΔPMN mice were comparable to those observed in CD models (Supplemental Figure 6B). The neutrophil-specific deficiency of PAD4 in the offspring was confirmed by quantitative reverse transcription PCR (qRT-PCR), verifying successful gene deletion (Supplemental Figure 6C). PAD4ΔPMN mice exhibited normal peripheral neutrophil counts (Supplemental Figure 6D). In the WD/CCl_4_–induced MASH model established in PAD4ΔPMN mice, NET formation in the liver was almost completely abolished (Supplemental Figure 6E). Neutrophils from PAD4ΔPMN mice exhibited minimal NET formation. In the HFD model, no significant differences in liver weight were noted between PAD4ΔPMN and PAD4^+/+^ mice. However, in the WD/CCl_4_ model, liver weight was significantly reduced in PAD4ΔPMN mice compared with PAD4^+/+^ mice (Figure 6A). Furthermore, serum ALT and AST levels were significantly lower in PAD4ΔPMN mice under the WD/CCl_4_ model, suggesting reduced liver injury, while no significant differences were observed in the HFD model (Figure 6, B and C). These results indicate that the inhibition of PAD4^+^ neutrophils in the liver does not exacerbate liver damage and may reduce hepatic inflammation in the context of MASH.

Histopathological analysis revealed reduced severity of MASH in PAD4ΔPMN mice, as indicated by lower NAS scores and fibrosis grades compared with PAD4^+/+^ mice (Figure 6, D–F). Flow cytometric analysis showed a significant reduction in liver infiltration by neutrophils, monocytes, and macrophages in PAD4ΔPMN mice, suggesting that inhibition of PAD4^+^ neutrophil and NET formation limits inflammatory cell infiltration (Figure 6, G–J). To determine whether the observed effects were due to reduced NET formation or impaired neutrophil recruitment to the liver, we performed neutrophil adoptive cell transfer (ACT). Bone marrow cells were isolated from PAD4^+/+^ and PAD4ΔPMN mice, and bone marrow–derived neutrophils (BMDNs) were purified using anti-Ly6G. The results showed that liver fibrosis of PAD4ΔPMN mice was aggravated after injection of BMDNs from PAD4^+/+^ mice. However, the degree of liver fibrosis in PAD4^+/+^ mice did not change after injection of BMDNs from PAD4ΔPMN mice (Supplemental Figure 6, F and G). Collectively, these findings demonstrate that inhibiting PAD4^+^ neutrophil and NET formation slows fibrosis progression in MASH without exacerbating liver injury or inflammation.

### PAD4^+^ neutrophils promote HepSC activation through NET formation and the activation of the MAPK pathway.

To elucidate the role of liver-infiltrating PAD4^+^ neutrophils in MASH progression, we investigated intercellular communication involving neutrophils. Cell-cell communication analysis was conducted to assess the potential and strength of ligand-receptor interactions among various cell types. Notably, neutrophils exhibited the most prominent interactions with stromal cells (Figure 7A). Further analysis of the interactions between neutrophil subpopulations and stromal cells revealed that PAD4^+^ neutrophils (Neut-5) had significantly stronger connections with stromal cell types, including mesothelial cells, HepSCs, fibroblasts, and endothelial cells (ECs), compared with other neutrophil subpopulations (Figure 7, B and C).

Given the pivotal role of HepSCs in fibrosis formation, we investigated whether PAD4^+^ neutrophils could induce HepSC activation. Peripheral blood neutrophils from MASH patients were treated with IL-8, G-CSF, and TNF-β to promote the formation of PAD4^+^ neutrophils. Coculture experiments were then performed with PAD4^+^ neutrophils, NETs, and LX-2, a human HepSC line. NETs significantly enhanced LX-2 activation, while direct coculture with neutrophils alone exhibited minimal effects (Figure 7, D and K). Western blot analysis revealed upregulation of LX-2 activation markers, including α-SMA, TIMP-1, and COL1A1, in response to NETs compared with neutrophils alone (Figure 7, E and F, and Supplemental Figure 7, A and B).

To further investigate the molecular mechanisms underlying LX-2 activation, RNA sequencing was performed on LX-2 cells exposed to NETs. 

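LX-2 is an immortalized line of human hepatic stellate cells. RNA was sequenced from 3 libraries of LX-2 cells exposed to NETs and from 3 libraries of LX-2 cells cocultured with neutrophils, the comparison named in Figure 7G. The neutrophils came from patients' blood, and NETs were induced in them with IL-8, G-CSF, and TNF-β at 100 ng/ml each for 6 hours. The Supplemental Methods state that the supernatant was then discarded and that NETs were collected in a wash with PBS, which was centrifuged to remove cells. The Results describe the neutrophils for the cocultures as treated with the same inducers, and the labels of the sequenced libraries say only neutrophil. The paper's text does not give the exposure time of the sequenced LX-2 cells. The authors deposited expected read counts for protein-coding genes, which are estimates per gene and library and are not scaled for depth. These summed to between 20594206 and 21285212 per library. Of 16968 genes listed, 13262 had at least 10 counts in at least 3 libraries and were tested with edgeR's quasi-likelihood test after TMM normalization. Expression is given as counts scaled to library size with TMM factors (CPM), as mean ± SD of 3 libraries. Log2 fold changes are NETs over neutrophils, with their standard error (SE), and "higher" or "lower" means an adjusted p under 0.05. The series holds no untreated LX-2 cells. Words such as "rose" and "fell" therefore compare NETs with neutrophils and do not tell which exposure moved a gene. Counts differed between pairs of NETs libraries by 2.03 to 2.35 times the sampling noise (chi-square per gene). Neutrophil replicates 1 and 2 differed by 2.23 times this noise, and replicate 3 stood apart from them at 12.0 and 10.4 times. Between the groups the value was 82.6 to 112. Neither the labels nor the paper's text says whether the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries. Gene positions are on GRCh37, as the authors' file gives them.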

Differential expression analysis revealed upregulation of 539 genes and downregulation of 165 genes (Supplemental Figure 7C). 

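LX-2 cells exposed to NETs had 521 genes more than 2-fold higher and 189 genes more than 2-fold lower than LX-2 cells cocultured with neutrophils (adjusted p under 0.05, edgeR). Of the 10 largest increases, 7 were in genes for cytokines and chemokines. CXCL8, which encodes the neutrophil chemoattractant IL-8, rose from 88.1 ± 49.3 CPM (SD, n = 3) to 5905 ± 319 CPM. SERPINB2, an inhibitor of plasminogen activators, rose from 27.3 ± 8.07 to 1989 ± 171 CPM. CCL20, a chemokine for lymphocytes and dendritic cells, rose from 0.0767 ± 0.0704 to 18.0 ± 2.57 CPM, a log2 fold change of 7.78 (SE 0.297, adjusted p = 1.44e-08), which was 8.46 without neutrophil replicate 1.
The cytokine genes IL1A and IL33 had log2 fold changes of 6.29 and 6.05, and PTGS2, which encodes COX-2, had 6.02. Without neutrophil replicate 1 these were 6.88 for IL33 and 6.91 for PTGS2. TNF had 2 counts over the 3 neutrophil libraries and 840 over the 3 NETs libraries, a ratio of normalized counts of 463 (95% counting interval 128 to 3831). CSF3, which encodes G-CSF, had 3 and 771 counts, a ratio of 283 (95% counting interval 96.6 to 1377). These intervals cover counting error only. CXCL3 and MMP10 completed the 10 largest increases.
Among the genes lower with NETs, TXNIP, an inhibitor of thioredoxin and of glucose uptake, was at 57.3 ± 1.66 CPM with neutrophils. With NETs it was at 10.4 ± 1.27 CPM (log2 fold change -2.46, SE 0.0752, adjusted p = 3.36e-09). FIGN, which encodes a microtubule-severing protein, had a log2 fold change of -2.38, the homeobox gene NKX2-3 had -2.16, and TRPC4, which encodes a cation channel, had -1.99. RIPOR2 (-2.39), CCDC81 (-2.25), TENT5B (-2.25), NAP1L3 (-2.06) and ARHGAP20 (-2.06) were also among the 10 largest decreases. The largest of these was in CGA (-2.58, adjusted p = 0.0398), whose 97 counts in neutrophil replicate 1 stood against 20 and 10 in the other neutrophil libraries. Its adjusted p ranged from 0.00491 to 0.121 over the 10 alternative settings that tested it and was 0.0919 to 0.121 when a NETs library was left out. CGA fell below the count filter when a neutrophil library was left out, so its change was not tested without neutrophil replicate 1.
Without a limit on the fold change, 2894 genes were higher and 2613 lower. In 7068 of the 13262 genes tested, all 3 NETs libraries lay on one side of all 3 neutrophil libraries, which chance alone gives in 10% of genes. Upper-quartile scaling in place of TMM moved the median of all genes by -0.10 on the log2 scale and gave 1893 genes higher and 4633 lower. The 189 genes lower became 105 with a minimum of 50 counts and 38 when edgeR's glmTreat tested against a 2-fold change itself.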

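Genes of stellate cell activation and of the extracellular matrix moved in both directions with NETs. Of 19 genes of stellate cell activation and contraction tested, from a list written before the data were examined, 9 were higher, 5 were lower and 5 were not called (10 higher and 5 lower when adjusted over the list alone). The higher ones included PDGFRA, a receptor for platelet-derived growth factor (log2 fold change 1.68, SE 0.209), and LOX, a collagen cross-linking enzyme (1.11, SE 0.0406). The contractile genes TAGLN (-0.42) and MYL9 (-0.19) were lower. As a set the list was not called against the other genes (camera, adjusted p = 0.0679), but it was without neutrophil replicate 3 (adjusted p = 0.0298) and with upper-quartile scaling (adjusted p = 0.0276).
Of 26 collagens and matrix proteins, 11 were higher and 8 lower (13 and 8 when adjusted over the list alone), with an adjusted p of 0.299 for the set. Neutrophil replicate 3 was the lowest neutrophil library for 18 of the 26, by a median of -0.16 on the log2 scale over the list, and the median change was 0.13, or 0.09 without it. COL6A3, a chain of collagen VI, rose from 156 ± 31.4 CPM (SD, n = 3) to 407 ± 7.52 CPM (log2 fold change 1.39), with 2705 counts in neutrophil replicate 3 against 3873 and 3695, and TNC, which encodes tenascin-C, had a log2 fold change of 1.19. COL3A1, the chain of collagen III, fell from 44.6 ± 6.33 to 22.3 ± 1.38 CPM, and COL1A2 had a log2 fold change of -0.48.

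**Figure D1:**
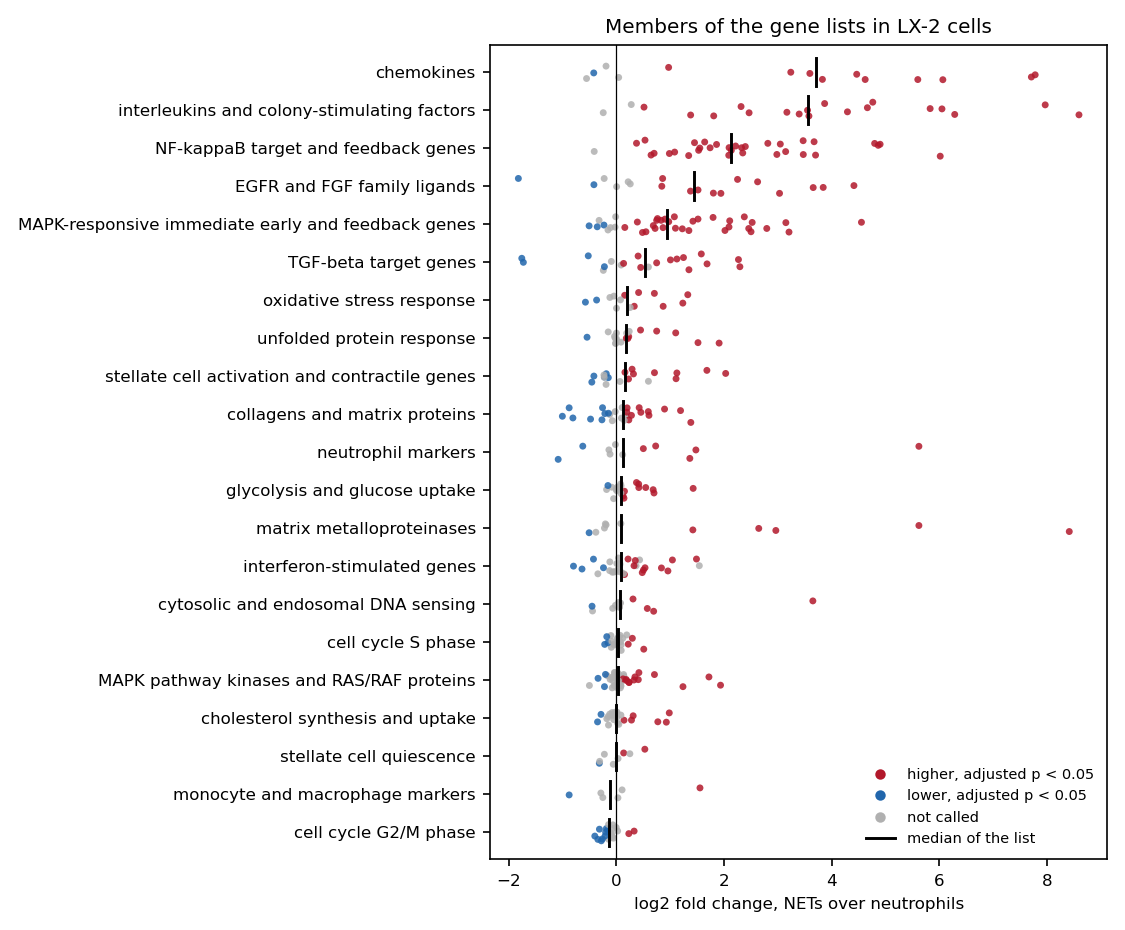
Log2 fold change, NETs over neutrophils, on the horizontal axis for each tested member (points) of 21 gene lists (rows), with the list median as a black line. Red and blue points had an adjusted p under 0.05. LTB, with no neutrophil counts, is drawn at its lower bound. Chemokines, interleukins and NF-κB targets lie mostly to the right of 0, while the stellate cell and collagen lists lie on both sides.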

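Genes for chemokines and cytokines rose together in LX-2 cells exposed to NETs. Of 14 chemokine genes tested, 10 were higher and 1, CXCL12, was lower (10 and 2 when adjusted over the list alone), with a median log2 fold change of 3.71. The neutrophil chemokine CXCL1 rose from 13.5 ± 5.96 CPM (SD, n = 3) to 331 ± 17.0 CPM (log2 fold change 4.62, SE 0.228). CXCL2, CXCL3 and CXCL5 had log2 fold changes of 5.60, 7.71 and 3.60, and CCL2, which attracts monocytes, had 4.47. CXCL1, CXCL2 and CXCL3 are similar in sequence, as are CXCL5 and CXCL6, so reads may be shared within each family and the split between its members is uncertain.
Of 20 genes for interleukins, colony-stimulating factors and related cytokines, 18 were higher and none was lower (19 and none when adjusted over the list alone). Their median log2 fold change was 3.57, also with LTB at its bound. LTB, which encodes lymphotoxin-β, had no counts with neutrophils and was at least 27.2-fold higher with NETs, against a floor of 3 counts over the group. IL6 (4.30), IL1B (4.67), LIF (3.87) and CSF2 (5.83), the gene for GM-CSF, were among the members that rose. Neutrophil replicate 3 was the lowest neutrophil library for 15 of these 20 genes and 10 of the 14 chemokine genes, and without it the medians were 3.38 and 3.59. Camera with its preset correlation called both lists (adjusted p = 3.10e-06 for chemokines and 3.80e-12 for cytokines), while the adjusted p was 0.237 for each with an estimated correlation.
Of 22 genes of the G2 and M phases, 9 were lower and 2 were higher (10 and 2 when adjusted over the list alone), with small changes such as -0.40 in KIF20A, -0.34 in CENPF and -0.31 in CCNA2. CDK1 (0.23) and UBE2C (0.33) were the 2 that were higher. The set was lower at an adjusted p of 0.00989, with an adjusted p = 0.526 with an estimated correlation. Neutrophil replicate 1 was the lowest neutrophil library for 18 of the 22 genes, against 29.5% of all genes tested, and the median change of -0.13 was -0.16 without it and -0.09 without neutrophil replicate 3. Of 20 S phase genes, 3 were higher, among them RRM2 (0.51), 3 were lower, and the set was not called (3 and 3 when adjusted over the list alone, adjusted p = 0.680).
GO terms from the authors' file were tested for the genes past the 2-fold limit with a one-sided Fisher's exact test, adjusted over 2524 terms. Inflammatory response ranked first, with 62 of 253 tested members past the limit, 57 higher and 5 lower (4.53-fold enrichment, adjusted p = 2.73e-21). For the cytokine-mediated signaling pathway it was 50 of 185, 47 higher and 3 lower (5.00-fold, adjusted p = 2.53e-19). Positive regulation of cell proliferation had 74 of 388, 59 higher and 15 lower (3.53-fold, adjusted p = 2.53e-19), and negative regulation had 54 of 350, 43 higher and 11 lower (2.85-fold, adjusted p = 4.18e-10). The exact test takes genes as independent, which genes that rise together are not.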

GO enrichment analysis indicated that the differentially expressed genes were predominantly involved in inflammatory responses, cytokine-mediated signaling, and the regulation of cell proliferation (Supplemental Figure 7D). 

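Targets of NF-κB and genes that respond to MAPK signaling were higher with NETs, while most genes for the MAPK kinases themselves passed no test. Of 33 NF-κB target and feedback genes, 32 were higher and none was lower (the same numbers when adjusted over the list alone), with a median log2 fold change of 2.14. ICAM1, an adhesion molecule, rose from 27.2 ± 1.97 CPM (SD, n = 3) to 813 ± 25.3 CPM (log2 fold change 4.90, SE 0.0620, adjusted p = 1.17e-11). VCAM1, another adhesion molecule, had 4.80, and TRAF1, an adaptor of TNF receptors, had 4.87. The NF-κB inhibitors NFKBIA (3.15) and TNFAIP3 (3.05) also rose. The list was called by camera (adjusted p = 2.87e-28) with its preset correlation, with an adjusted p = 0.137 with an estimated correlation.
Of 38 immediate early and feedback genes that respond to MAPK signaling, 30 were higher and 3 lower (30 and 5 when adjusted over the list alone), with a median of 0.94. The transcription factor genes EGR2 (4.56, SE 0.218) and FOSB (3.21, SE 0.246) rose, as did FOS (2.09) and JUNB (2.38). DUSP6, a phosphatase of MAP kinases, rose from 63.2 ± 33.8 to 560.5 ± 24.0 CPM (log2 fold change 3.15, SE 0.343). SPRY2, another inhibitor of the pathway, had 2.52. JUND (-0.35), EPHA4 (-0.50) and IER5 (-0.23) were lower. Neutrophil replicate 3 was the lowest neutrophil library for 35 of the 38 genes, by a median of -0.54 on the log2 scale, against 42.0% of all genes tested. Without it the median change of the list was 0.87. Camera called the list with its preset correlation (adjusted p = 8.06e-08), with an adjusted p = 0.412 with an estimated correlation.
Of 45 genes for MAPK pathway kinases and RAS and RAF proteins, 13 were higher, 3 were lower and 29 were not called (13 and 2 when adjusted over the list alone). MAP3K8, an upstream kinase of the pathway, had a log2 fold change of 1.94 (SE 0.137) and MAP2K3, a kinase upstream of p38, had 1.24 (SE 0.0603). The 3 lower ones were MAPK14, which encodes p38α (-0.34), MAPK7 (-0.22) and MKNK1 (-0.20). The set had an adjusted p of 0.0613, which was 0.0402 without NETs replicate 1 and 0.0239 with no filter on low counts.
KEGG pathways from the authors' file were tested over 332 pathways in the way used for the GO terms. Cytokine-cytokine receptor interaction ranked first, with 55 of 143 tested members past the 2-fold limit, 51 of them higher (5.79-fold enrichment, one-sided exact test, adjusted p = 1.05e-26). TNF signaling followed with 39 of 102, 38 higher (5.76-fold, adjusted p = 1.47e-18). NF-κB signaling had 26 of 86, 25 higher (4.55-fold, adjusted p = 8.66e-10). MAPK signaling ranked 14th, with 39 of 241, 36 higher and 3 lower (2.44-fold, adjusted p = 2.52e-06). Of the 39 MAPK genes, 11 also belong to the TNF or NF-κB pathway and 28 to neither. RNA counts do not measure phosphorylation of the kinases.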

KEGG pathway analysis revealed significant enrichment in pathways such as TNF signaling, cytokine-receptor interactions, and NF-κB signaling, with notable involvement of the MAPK pathway (Figure 7G), which is known to regulate cell growth, differentiation, and responses to environmental stress (23).

Among the upregulated genes, key drivers such as CXCL6, FGF-2, and MMP-10 were identified as being associated with the activation of the MAPK pathway (Figure 7H). 

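CXCL6, FGF2 and MMP10 were all higher in LX-2 cells exposed to NETs than in LX-2 cells cocultured with neutrophils. CXCL6 encodes a neutrophil chemokine and lies on chromosome 4 from 74702395 to 74704477. Its expression rose from 1.27 ± 0.235 CPM (SD, n = 3) to 12.1 ± 1.10 CPM, a log2 fold change of 3.24 (SE 0.144, adjusted p = 4.70e-08). FGF2, a growth factor gene on chromosome 4 from 123747863 to 123819391, rose from 284 ± 60.6 to 738 ± 21.7 CPM, a log2 fold change of 1.38 (SE 0.123, adjusted p = 9.37e-06). MMP10, which encodes stromelysin-2 and lies on chromosome 11 from 102641233 to 102651359, rose from 0.0761 ± 0.0274 to 27.9 ± 3.18 CPM. This is a log2 fold change of 8.42 (SE 0.218, adjusted p = 9.05e-10) that rests on 5 counts over the neutrophil libraries and 1671 over the NETs libraries.
The other 7 genes of Figure 7H were higher as well. TGFA and AREG, which encode ligands of the EGF receptor, had log2 fold changes of 3.66 (SE 0.337) and 3.84 (SE 0.187). EGR3, an immediate early gene, had 2.80 (SE 0.312) and TNFAIP6, a hyaluronan-binding protein gene, had 2.35 (SE 0.223). MAP3K5, which encodes the kinase ASK1, had 1.72 (SE 0.0811), NFKBIZ had 1.55 (SE 0.131) and the cytokine gene IL32 had 1.38 (SE 0.0523). The study chose these genes on the same libraries, so their direction is not independent evidence. In the KEGG annotation of the authors' file, 4 of them (FGF2, TGFA, MAP3K5 and AREG) belong to the MAPK signaling pathway and 6 do not. Membership is another measure than the key driver analysis of Figure 7H, and it can leave out genes that respond to the pathway. EGR3, one of the 6, is in the list of MAPK-responsive genes above.
Of 18 genes for EGF receptor ligands, FGFs and related growth factors, 12 were higher and 2 lower (the same when adjusted over the list alone), with a median of 1.45. This list holds FGF2, TGFA and AREG, and the metalloproteinase list below holds MMP10. Neither list is therefore independent of the genes of Figure 7H. EREG (4.42), HGF (3.03), PDGFB (2.63) and HBEGF (1.94) were higher, and EGF (-1.82) and FGF1 (-0.42) were lower. Neutrophil replicate 3 was the lowest neutrophil library for 14 of the 18, and the median was 1.32 without it. The set was called by camera (adjusted p = 2.95e-05) with its preset correlation, with an adjusted p = 0.278 with an estimated correlation. Of 11 matrix metalloproteinase genes, 5 were higher and 1, MMP15 (-0.50), was lower (5 and 2 when adjusted over the list alone). MMP9, a gelatinase, rose from 3.91 ± 0.637 to 193 ± 7.38 CPM (log2 fold change 5.62), MMP1 from 381 ± 99.7 to 2388 ± 47.8 CPM (2.65), and MMP3 (2.96) and MMP14 (1.42) were higher. MMP1, MMP3 and MMP10 are related in sequence, so shared reads are uncertain. The set had an adjusted p of 0.0409, which was 0.127 to 0.144 when a NETs library was left out and 0.237 with an estimated correlation.

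**Figure D2:**
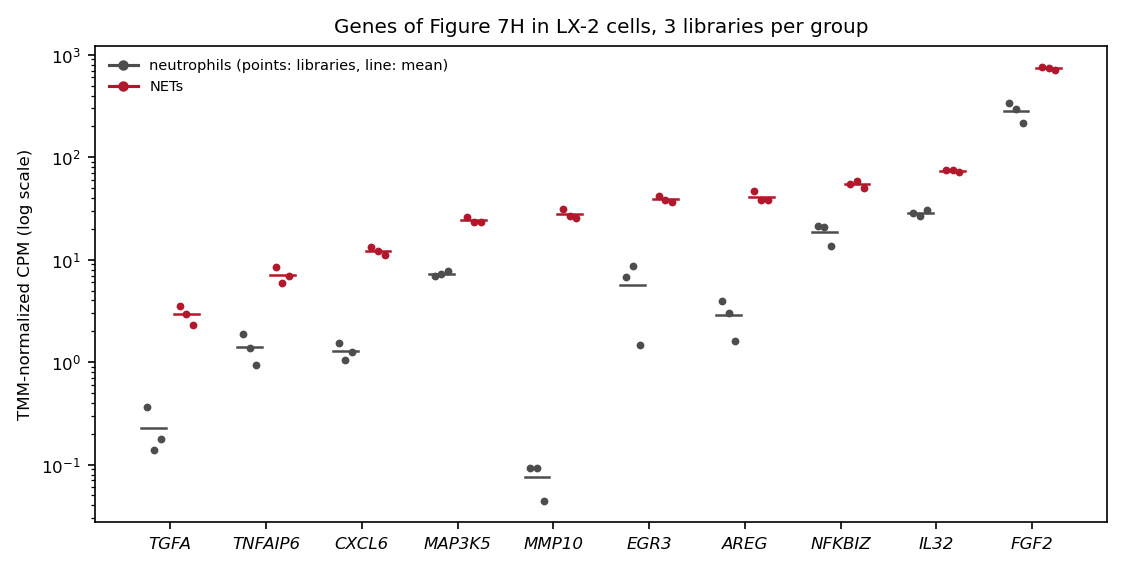
TMM-normalized CPM on a log scale for the 10 genes of Figure 7H, with 1 point per library, 3 libraries per group and lines at the group means. For each gene all 3 NETs libraries lie above all 3 neutrophil libraries.

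The paper states that key drivers among the upregulated genes were associated with activation of the MAPK pathway, and then examined that pathway by Western blot (Figure 7I).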

Western blot analysis confirmed MAPK pathway activation following NET treatment in LX-2 cells (Figure 7I and Supplemental Figure 7, E–G). To investigate the role of MAPK signaling in LX-2 activation, we used the MAPK inhibitor U0126. Inhibition of the MAPK pathway resulted in a significant reduction in LX-2 activation (Figure 7, J and K). Following WD/CCl_4_ dietary intervention, PAD4ΔPMN mice exhibited significantly reduced expression of α-SMA compared with PAD4^+/+^ mice (Figure 7, L and M). Collectively, these findings suggest that PAD4^+^ neutrophils promote HepSC activation through NET formation and subsequent MAPK pathway activation.

### NET-DNA activates the MAPK pathway in a TAOK1-dependent manner, thereby promoting liver fibrosis.

To investigate the role of NETs in activating the MAPK pathway, we first analyzed their protein composition. Neutrophils were isolated from peripheral blood samples of MASH patients and induced to form NETs using IL-8, G-CSF, and TNF-β. Proteomic analysis of NETs by liquid chromatography–mass spectrometry (LC-MS) identified a total of 492 proteins, with coexpressed proteins accounting for the majority (77.6%) (Figure 8A). Among these, we identified several known NET protein components, such as PRTN3, ELANE, and MPO (Figure 8B), which is consistent with previous reports indicating that NETs primarily function through granular proteins like ELANE and MPO (24).

Western blot analysis demonstrated that NET stimulation led to the phosphorylation of ERK, JNK, and p38, along with an increase in the expression of α-SMA and TIMP-1. Interestingly, inhibition of ELANE and MPO using specific inhibitors (ONO5046 and PF1355) did not suppress the activation of the MAPK pathway or reduce the expression of fibrosis-related proteins. However, treatment with DNase I inhibited the MAPK pathway and significantly decreased the expression of fibrosis-related proteins (Figure 8, C–E, and Supplemental Figure 8A). These findings suggest that NETs function through NET-DNA, which activates HepSCs via the MAPK pathway.

To further explore the underlying mechanism, we extracted membrane proteins from LX-2 cells and coincubated them with NET-DNA. Interacting proteins were identified through DNA pull-down assays followed by mass spectrometry (Supplemental Figure 8B). A total of 414 interacting proteins were detected, including several associated with the MAPK pathway (Supplemental Figure 8, C and D). Among these, TAOK1 and MAPKAPK5 exhibited higher and more stable expression levels (Figure 8F). Western blot analysis confirmed that NET exposure increased TAOK1 expression in LX-2 cells (Figure 8G and Supplemental Figure 8E). In vitro immunofluorescence further supported these findings, showing enhanced TAOK1 expression in LX-2 cells following NET exposure (Figure 8, H and I).

To verify the role of TAOK1 in MAPK pathway activation, we treated LX-2 cells with a specific TAOK1 inhibitor (TAO kinase inhibitor 1). This treatment resulted in the inhibition of the MAPK pathway and a reduction in the expression of fibrosis-related proteins (Figure 8J and Supplemental Figure 8F). Collectively, these data indicate that NET-DNA activates the MAPK pathway through TAOK1 binding, thereby promoting HepSC activation and liver fibrosis.

## Discussion

MASLD is a multifactorial disorder, with MASH serving as a crucial stage in the progression of liver inflammation and fibrosis. Immune cells play a pivotal role in the progression from MASLD to MASH and, ultimately, to cirrhosis (5). This study provides new insights into the role of neutrophils in MASLD pathogenesis, specifically in the transition from MASH to liver fibrosis (Figure 8K). Recent studies have suggested that neutrophils exacerbate hepatic inflammation and fibrosis through mechanisms such as NET formation and the release of proteolytic enzymes (6, 25, 26). Our findings underscore the heterogeneity of neutrophils in MASH and provide mechanistic insights into their role in NET formation and HepSC activation, particularly the interactions between liver fibrosis and PAD4^+^ neutrophils. This highlights PAD4^+^ neutrophils as a potential therapeutic target for MASH treatment.

Neutrophils are among the first immune cells to be recruited to the liver in response to cellular stress and damage caused by lipid accumulation. Once they infiltrate the liver, neutrophils contribute to local inflammation through the release of various proinflammatory cytokines, chemokines, and reactive oxygen species (27–29). Consequently, neutrophil infiltration serves as a key histopathological feature of MASH. While the pathological and clinical relevance of neutrophils remains largely unknown, studies have focused on the neutrophil-to-lymphocyte ratio, which integrates information about the inflammatory environment and physiological stress (30, 31). Our analysis of MASLD liver tissues in both humans and mice revealed that neutrophil counts were positively correlated with MASLD severity, particularly fibrosis. Additionally, the correlation between neutrophil infiltration and clinical parameters such as BMI and liver enzymes complements existing knowledge about immune cell involvement in MASH. These findings extend current understanding by emphasizing the complex and significant role neutrophils play in MASH progression, thereby enhancing our comprehension of the interactions between immune responses and liver pathology in MASLD.

Neutrophils, as a critical component of the immune system, play a pivotal role in the immune microenvironment of MASH (32–34). Therefore, regulating neutrophil function or reducing their accumulation in the liver could offer a promising strategy for treating MASH. In recent years, several animal models and in vitro studies have explored ways to reduce inflammatory responses in MASH by targeting neutrophil chemokines or their receptors (6, 33–36). Notably, targeting neutrophil chemokines such as CCL2 and CCL5 or their receptors CCR2 and CCR5 to reduce inflammation in MASH has garnered significant research attention. However, while the CCR2/5 antagonist cenicriviroc shows broad antiinflammatory effects, phase III clinical trials revealed no significant difference in liver fibrosis improvement between the treatment and placebo groups (37). Recent studies have indicated that targeting neutrophils with CXCR2 small-molecule inhibitors can enhance the effectiveness of immune checkpoint inhibitors in treating MASH-related hepatocellular carcinoma (38). In our study, we used the Ly6G antibody to deplete neutrophils in a mouse model and observed that neutrophil depletion inhibited the progression of hepatic steatosis and fibrosis, but also exacerbated liver damage in MASH. This aligns with studies demonstrating that neutrophil depletion in drug-induced acute liver injury models impedes macrophage turnover during liver repair, resulting in elevated serum ALT levels and increased liver necrosis (39). These findings suggest that the long-term effects and safety of neutrophil activity inhibition or neutrophil recruitment to the liver require further investigation.

Growing evidence has identified the existence of distinct neutrophil subtypes in circulation or within tissues under both physiological and pathological conditions (40–42). Discrete microenvironments can modify neutrophil function and behavior, contributing to their heterogeneity. Factors such as rapid neutrophil aging, their short lifespan, and mechanical responses during entry and exit from capillaries further contribute to this heterogeneity (43). In human and mouse liver tissues, the role of different neutrophil subsets in disease is complex, as some subsets contribute to disease progression while others may inhibit it. Cho et al. observed a unique low-density neutrophil population in individuals with alcohol-associated hepatitis and alcohol-fed mice, which was absent in healthy controls (12). In acute liver failure models, the downregulation of CXCR2^+^ neutrophils upon activation suggests their involvement in infiltration (44). Additionally, studies have shown that the number of IL-17^+^ neutrophils in fibrotic septa and portal areas strongly correlates with the stages of fibrosis in chronic viral hepatitis (45). However, neutrophils are less abundant in MASH liver tissue and are often underrepresented in single-cell datasets (46). Our study provides a preliminary analysis of neutrophil roles in MASLD progression through scRNA-Seq, including subgroup and functional analyses. We found that human liver-infiltrating neutrophils form heterogeneous populations consisting of 5 distinct subsets, with PAD4^+^ neutrophils playing a critical role in MASH development, particularly through NET formation. The inflammatory environment in MASH livers, characterized by IL-8, G-CSF, and TNF-β, contributes to the accumulation of PAD4^+^ neutrophils. Inhibiting PAD4^+^ neutrophil and NET formation in mice with neutrophil-specific PAD4 knockout slows fibrosis progression in MASH without exacerbating liver injury or inflammation. Therefore, inhibiting PAD4^+^ neutrophils could emerge as an effective therapeutic approach for neutrophil-targeted therapy in liver fibrosis.

NETs, which form a web-like structure composed of DNA strands, histones, and granular proteins, have been increasingly recognized for their role in promoting non-infectious inflammation (47–49). Recent studies have detected NETs in MASH mouse models and human MASH livers, where they were associated with higher NAS scores and increased inflammation levels (50, 51). These studies in particular have found a strong link between NETs and MASH liver fibrosis (25, 52). For example, alcohol binges were shown to specifically increase NET formation in MASH livers in both mice and humans. NETs activate HepSCs through NLRP3 sensing in alcohol-induced MASH fibrosis, accelerating its progression (25). Another study revealed that NETs promote HepSC activation, proliferation, and migration by enhancing mitochondrial function and aerobic glycolysis to meet the bioenergetic demands of fibrosis (52). However, our study significantly extends these findings by elucidating the precise upstream molecular mechanism by which NETs — specifically their DNA component — activate HepSCs. Our observations confirm the role of NETs in HepSC activation, establishing a critical link in the cascade leading to liver fibrosis. Moreover, previous studies have not elucidated the effects of NET components on HepSC activation. Our findings reveal that NET-DNA plays a pivotal role in directly interacting with membrane proteins, thereby triggering HepSC activation. Additionally, NET-DNA activation of the MAPK pathway, particularly through TAOK1 interaction, unveils a mechanism of HepSC activation, further enhancing our understanding of the intracellular signaling pathways involved in liver fibrosis.

However, there are limitations to this study. First, the cross-sectional design of our human studies limits our ability to establish causality between neutrophil infiltration and MASLD progression. Longitudinal studies are required to better understand the temporal dynamics of neutrophil involvement in MASLD. Additionally, although we integrated single-cell sequencing results from our data with existing literature, the small sample size and low gene expression levels of neutrophils posed challenges for accurate subpopulation and functional analysis. Given the broad interactions predicted between neutrophils and other immune cell components, further functional studies are needed to identify the biomolecules mediating these communications and to clarify the mechanisms by which neutrophils promote liver fibrosis. Finally, because PAD4ΔPMN mice were generated with the MRP8-Cre line, potential transgene effects cannot be excluded. We also observed lower serum PAI-1 in PAD4ΔPMN mice (Supplemental Figure 8G); this is reported as an observation, and future confirmation with alternative Cre drivers or bone marrow chimeras will be needed to exclude transgene-related confounding.

In conclusion, our findings offer insights into the heterogeneity of neutrophils in MASH livers and highlight the critical role of PAD4^+^ neutrophils in the progression of MASLD. These PAD4^+^ neutrophils facilitate liver fibrosis progression through the formation of NETs. Targeting PAD4^+^ neutrophils or inhibiting NET formation may provide innovative therapeutic strategies for delaying or even reversing the progression of MASH-related liver fibrosis.

## Methods

Further information can be found in Supplemental Methods.

### Sex as a biological variable.

In the human cohort, sex was incorporated as a biological variable in both the study design and statistical analyses, with sex-based differences evaluated where appropriate. In the experimental arm, male C57BL/6J mice were used to investigate diet-induced MASLD. It should be noted that this study was restricted to male mice; therefore, the applicability of these findings to female mice remains to be determined.

### Human blood and liver tissue samples.

We enrolled 265 obese patients, comprising 63 non-MASLD and 202 MASLD individuals, undergoing bariatric metabolic surgery at the First Affiliated Hospital of Nanjing Medical University between January and December 2021. All participants gave written informed consent. Blood samples were collected before surgery, and liver biopsies were conducted during the operation. Exclusion criteria included obesity with viral hepatitis, serious comorbidities, heavy alcohol consumption, and drug abuse. This study adhered to the Helsinki Declaration guidelines and received approval from the Ethics Committee of the First Affiliated Hospital of Nanjing Medical University (2017-SR-171-A2).

### Liver histology.

Two experienced pathologists independently scored liver biopsies using the blind method based on the NASH Clinical Research Network (NASH CRN) scoring system (53). The NAFLD activity score (NAS) comprises steatosis (0 to 3), lobular inflammation (0 to 3), and ballooning (0 to 2). MASLD is characterized by steatosis in at least 5% of hepatocytes. The liver biopsy cohort was categorized for analysis into 3 groups: (a) non-MASLD: steatosis <5%; (b) non-MASH: steatosis ≥5% and NAS ≤4; (c) MASH: steatosis ≥5% and NAS ≥5. Fibrosis scores were assigned as follows: 0, none; 1, perisinusoidal or periportal fibrosis; 2, both perisinusoidal and portal/periportal fibrosis; 3, bridging fibrosis; and 4, cirrhosis.

Neutrophils were identified histopathologically using hematoxylin and eosin staining, complemented by immunohistochemical (IHC) techniques. For IHC, an anti-myeloperoxidase (anti-MPO) antibody was used. Staining was performed on formalin-fixed, paraffin-embedded tissues using established protocols. Neutrophils were identified by their segmented nuclei and granule-rich cytoplasm with a reddish hue. Six high-power fields at ×400 magnification and 0.55 μm field diameter were sequentially examined by 2 experienced histologists.

### Animals and animal models.

Mice were housed at Nanjing Medical University’s animal center under specific pathogen–free conditions with a 12-hour light/dark cycle. All experimental protocols received approval from Nanjing Medical University’s Institutional Animal Care and Use Committee. Mice with neutrophil-specific PAD4 knockout (PAD4^fl/fl^; S100A8-Cre, PAD4ΔPMN) were created by cross-breeding of PAD4^fl/fl^ mutant mice with MRP8-Cre [B6.Cg-Tg(S100A8-cre,-EGFP)1Ilw/J] mice. Heterozygous MRP8-Cre mice were crossed with homozygous PAD4^fl/fl^ mice to generate heterozygous MRP8-Cre/PAD4^fl/+^ progeny that were then crossed with PAD4^fl/fl^ mice. Of the resultant progeny, male MRP8-Cre/Padi4^fl/fl^ mice were used as the test group (referred to as neutrophil-specific PAD4^−/−^ [PAD4ΔPMN]). Male littermates that lacked MRP8-Cre were used as controls (PAD4^+/+^). C57BL/6 wild-type mice, PAD4^fl/fl^ C57BL/6 mice, and S100A8-Cre C57BL/6 mice were sourced from GemPharmatech Co. Ltd.

Male mice, 6–8 weeks old, were subjected to a 60% kcal high-fat diet (HFD) (Research Diets) for 12 weeks to model MASL. To model MASH, male mice were fed a methionine- and choline-deficient diet (MCD) (Research Diets) for 12 weeks. An additional MASH model was based on a prior study (54). For 12 weeks, mice were fed a Western diet (WD) with 21.1% fat, 41% sucrose, and 1.25% cholesterol (Teklad Diets), and a high-sugar solution (23.1 g/L d-fructose and 18.9 g/L d-glucose; Sigma-Aldrich). Mice received weekly intraperitoneal injections of 0.2 μL (0.32 μg)/g body weight of CCl_4_ (Sigma-Aldrich), starting with the diet initiation.

For neutrophil depletion, 25 μg/d of anti-Ly6G antibody (Bio X Cell) was administered intraperitoneally to mice during the latter part of the modeling period; control mice received an equivalent dose of IgG2a isotype (Bio X Cell).

### Single-cell RNA sequencing.

Liver single-cell sequencing data included a total of 6 MASL patients and 6 MASH patients, sourced from 2 different cohorts. The first cohort included liver biopsy samples collected from 3 MASL patients and 3 MASH patients, which were subjected to single-cell sequencing. The second cohort consisted of single-cell sequencing data acquired from the public database GSE159977, including 3 MASL patients and 3 MASH patients (55).

The fresh liver tissue was stored in GEXSCOPE Tissue Preservation Solution (Singleron) and transported to the Singleron laboratory on ice as soon as possible. The specimens were washed with Hanks balanced salt solution 3 times and minced into 1 to 2 mm pieces. Then the tissue pieces were digested with 2 mL GEXSCOPE Tissue Dissociation Solution (Singleron) at 37°C for 15 minutes in a 15 mL centrifuge tube with sustained agitation. After digestion, 40 μm sterile strainers were used to filter the samples, and the samples were centrifuged at 300*g* for 5 minutes. Then the supernatant was discarded, and the sediment was resuspended in 1 mL PBS (HyClone). To remove the red blood cells, 2 mL GEXSCOPE red blood cell lysis buffer (Singleron) was added at 25°C for 10 minutes. The solution was then centrifuged at 500*g* for 5 minutes and suspended in PBS. The sample was stained with trypan blue (Sigma-Aldrich) and microscopically evaluated.

Single-cell suspensions were converted to barcoded scRNA-Seq libraries using the Chromium Single Cell Library and Gel Bead & Multiplex Kit (10x Genomics) and following the manufacturer’s instructions. Briefly, cells were partitioned into Gel Beads in Emulsion in the Chromium Controller instrument where cell lysis and barcoded reverse transcription of RNA occurred. Libraries were prepared using 10x Genomics Library Kits and sequenced on Illumina Nova6000 with 150 bp paired-end reads.

### scRNA-Seq quantifications and statistical analysis.

Raw reads were processed to generate gene expression profiles using Cell Ranger v7.0.0. Reads from the 10x library were mapped to GRCh38 with Ensembl version 98 gene annotation. Reads with the same cell barcode, unique molecular identifier (UMI), and gene were grouped together to calculate the number of UMIs per gene per cell. The UMI count tables of each cellular barcode were used for further analysis.

### Statistics.

Data are presented as means ± SEM or as medians with range or quartile distributions for continuous variables. Categorical variables were represented by absolute numbers and percentages. The Shapiro-Wilk test assessed data normality, and Levene’s test evaluated variance homogeneity. For normally distributed data, a 2-tailed Student’s *t* test was used for comparisons between 2 groups. For comparisons among 3 or more groups, 1-way ANOVA was used. When data were not normally distributed, the Kruskal-Wallis test was used. The relationship between 2 variables was quantified using Pearson’s or Spearman’s rank correlation coefficient (ρ), based on data characteristics. Multiple comparisons used Dunn’s post hoc test with the Bonferroni method for error adjustment. To examine the correlation between neutrophil tertiles and liver histopathology, a linear-by-linear association in the χ^2^ test was used. A *P* value of less than 0.05 indicated statistical significance. All statistical analyses were performed using SPSS Statistics software version 26.0.

### Study approval.

The study was approved by the Ethics Committee of the First Affiliated Hospital of Nanjing Medical University (2017-SR-171-A2). All animal studies were performed following a protocol approved by Nanjing Medical University’s Institutional Animal Care and Use Committee.

### Data availability.

The data used to support the findings of this study are available within this article and within the Supporting Data Values file. The scRNA-seq data reported in this study have been deposited in the Genome Sequence Archive (GSA) at the National Genomics Data Center (NGDC), China National Center for Bioinformation/Beijing Institute of Genomics, Chinese Academy of Sciences (GSA-Human accession no. HRA013570) and are publicly accessible at https://ngdc.cncb.ac.cn/gsa-human Bulk RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) database under accession GSE308064 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308064). The mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the iProX partner repository under identifiers PXD049272 and PXD049273 (http://proteomecentral.proteomexchange.org).

## Author contributions

JS, HZ, and HL developed the study concept. SH performed the computational analysis. JS, SH, SL, WG, and YS conducted experiments. JS, SH, and YG collected the clinical data. SL, WG, and YS managed the patients and assessed the clinical response. YW and MZ contributed biopsy samples and pathology analysis. QW, YS, and JS performed the single-cell RNA sequencing experiment and data analysis. JS and SH wrote the manuscript with the help of HL. All authors read and approved the final version of the manuscript.

## Funding support

- National Natural Science Foundation of China (grants 82103432 and 81800777).
- Medical Research Project of Jiangsu Commission of Health, China (H2023098).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
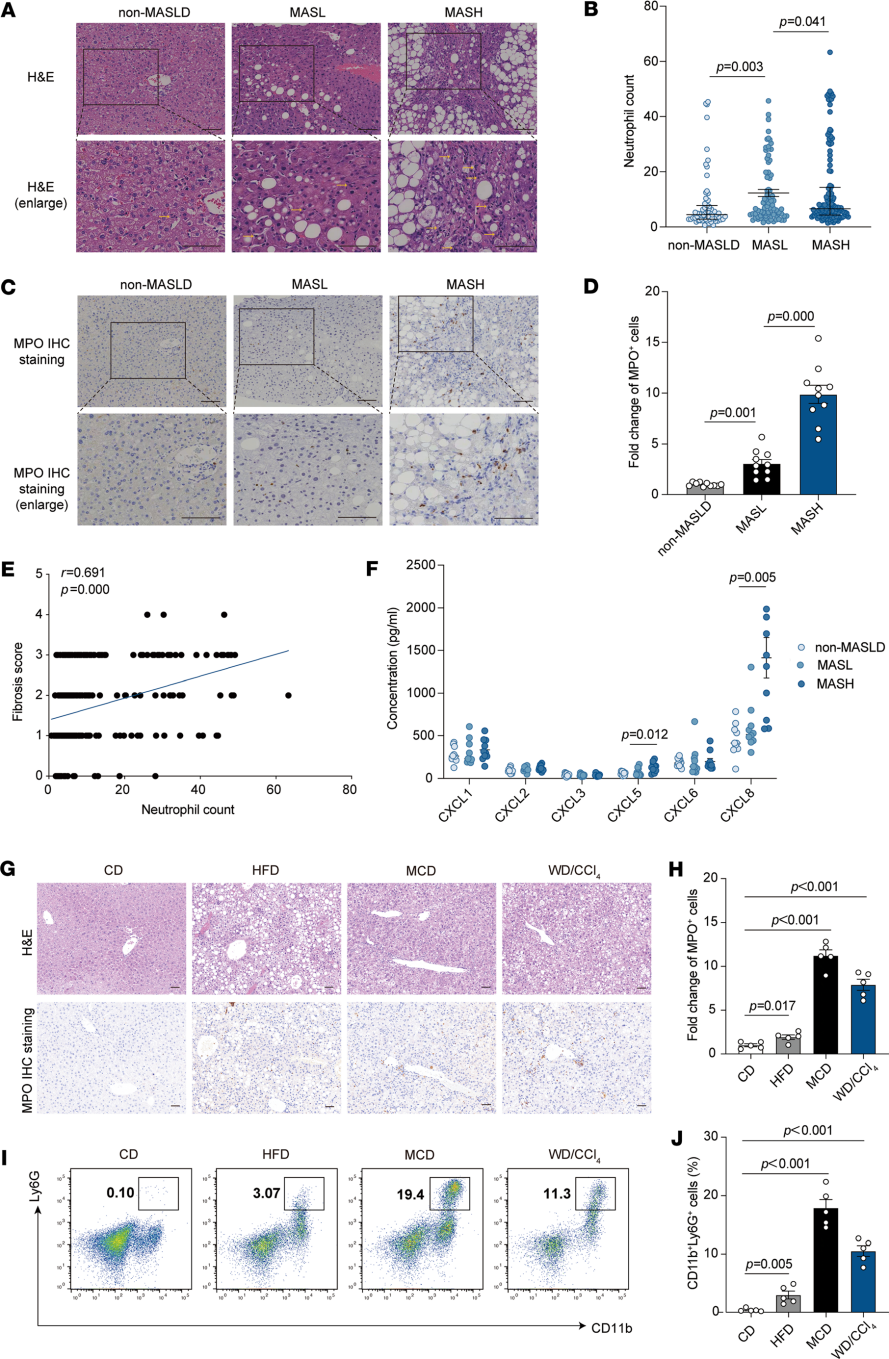
The presence of neutrophils in fatty liver tissue is proportionally linked to the severity of MASLD progression. (**A**) Hematoxylin and eosin (H&E) staining identified neutrophils in MASLD patient liver samples. These neutrophils were distinguishable by their segmented nuclei and granule-rich cytoplasm, exhibiting a reddish hue (indicated by yellow arrows). Scale bars: 100 μm. (**B**) The study involved comparing neutrophil levels in 3 patient groups: non-MASLD (*n* = 63), MASL (*n* = 77), and MASH (*n* = 125). Each sample underwent thorough examination by 2 experienced histologists, analyzing 6 high-power fields at ×400 magnification, each with a 0.55 μm field diameter. (**C**) Immunohistochemical (IHC) staining for MPO was used to identify neutrophils. Scale bars: 100 μm. (**D**) MPO^+^ cells’ staining intensity was quantified using ImageJ software (NIH). (**E**) Spearman’s bivariate correlation test was conducted to explore the relationship between neutrophil counts and fibrosis scores in a total of 265 cases. (**F**) ELISA was used to measure chemokine expression levels in human liver samples, comparing non-MASLD (*n* = 10), MASL (*n* = 10), and MASH (*n* = 10) patients. (**G**) IHC staining for MPO was used to identify neutrophils in the livers of mice fed with high-fat diet (HFD), methionine- and choline-deficient diet (MCD), and Western diet/carbon tetrachloride (WD/CCl_4_). Scale bars: 100 μm. (**H**) ImageJ software was used to evaluate MPO^+^ cell staining intensity in the livers of HFD-, MCD-, and WD/CCl_4_–fed mice. (**I** and **J**) Nonparenchymal cells (NPCs) were isolated from the livers of mice fed with HFD, MCD, and WD/CCl_4_. Flow cytometry assessed the levels of neutrophil infiltration (CD11b^+^Ly6G^+^) in CD45^+^ NPCs, comparing the results across these groups from 5 independent experiments. Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Figure 2:**
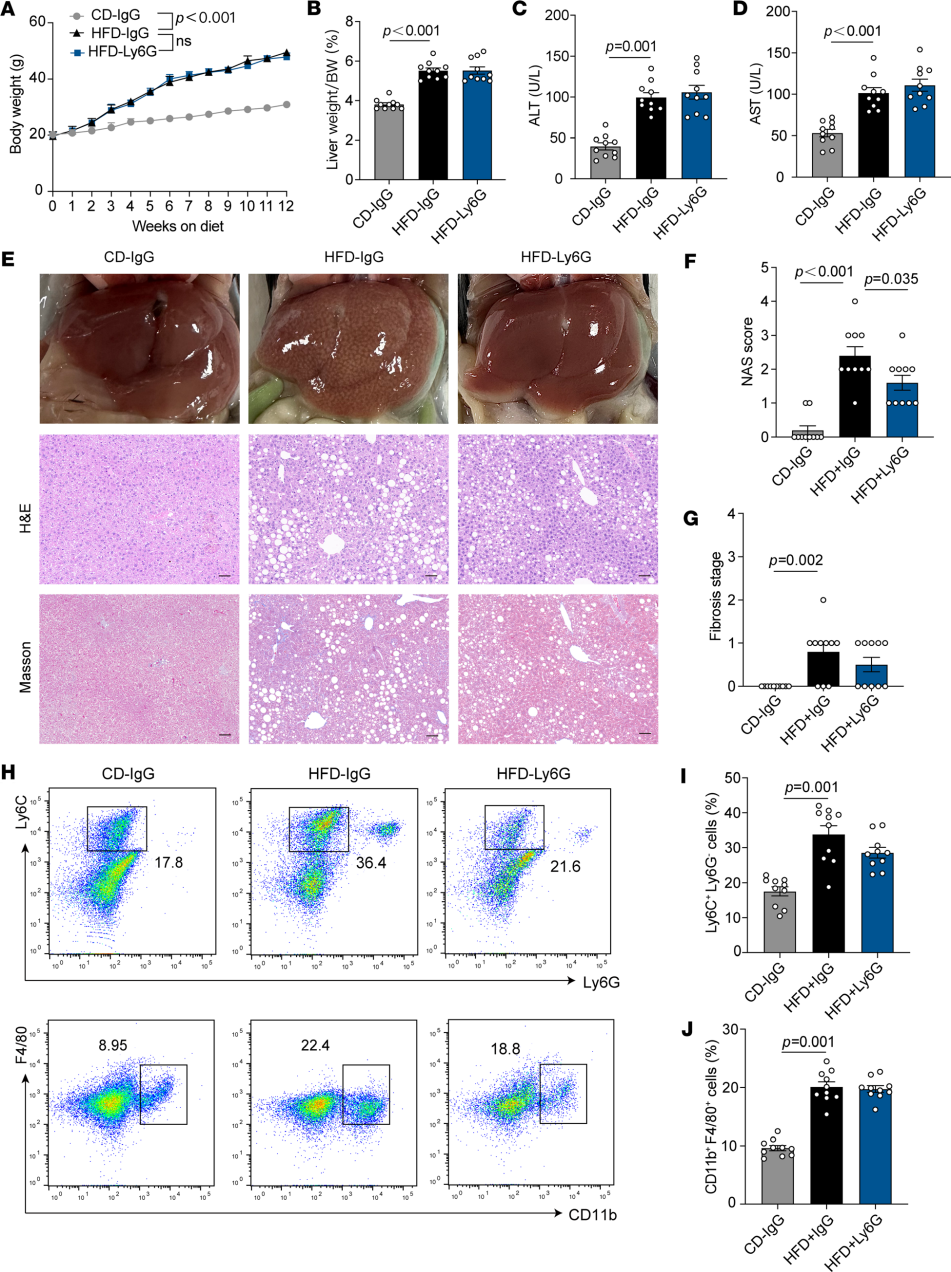
Effects of neutrophil depletion on liver under HFD model. (**A**) Weekly monitored body weight of CD-IgG–, HFD-IgG–, and HFD-Ly6G–treated mice (10 mice per group). (**B**) Liver weight/body weight ratio of mice in each group. (**C**) Serum ALT levels across different groups. (**D**) Serum AST levels across different groups. (**E**) Representative liver sections showing phenotypic changes, lipid accumulation, and fibrosis, assessed by Masson staining. Scale bars: 50 μm. (**F**) NAS scores of each group. (**G**) Fibrosis stage of each group. (**H**–**J**) Flow cytometry analysis of CD45^+^ NPCs extracted from HFD-fed mouse livers, showing monocyte (Ly6C^+^Ly6G^–^) and macrophage (CD11b^+^F4/80^+^) populations based on 10 independent experiments. Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Figure 3:**
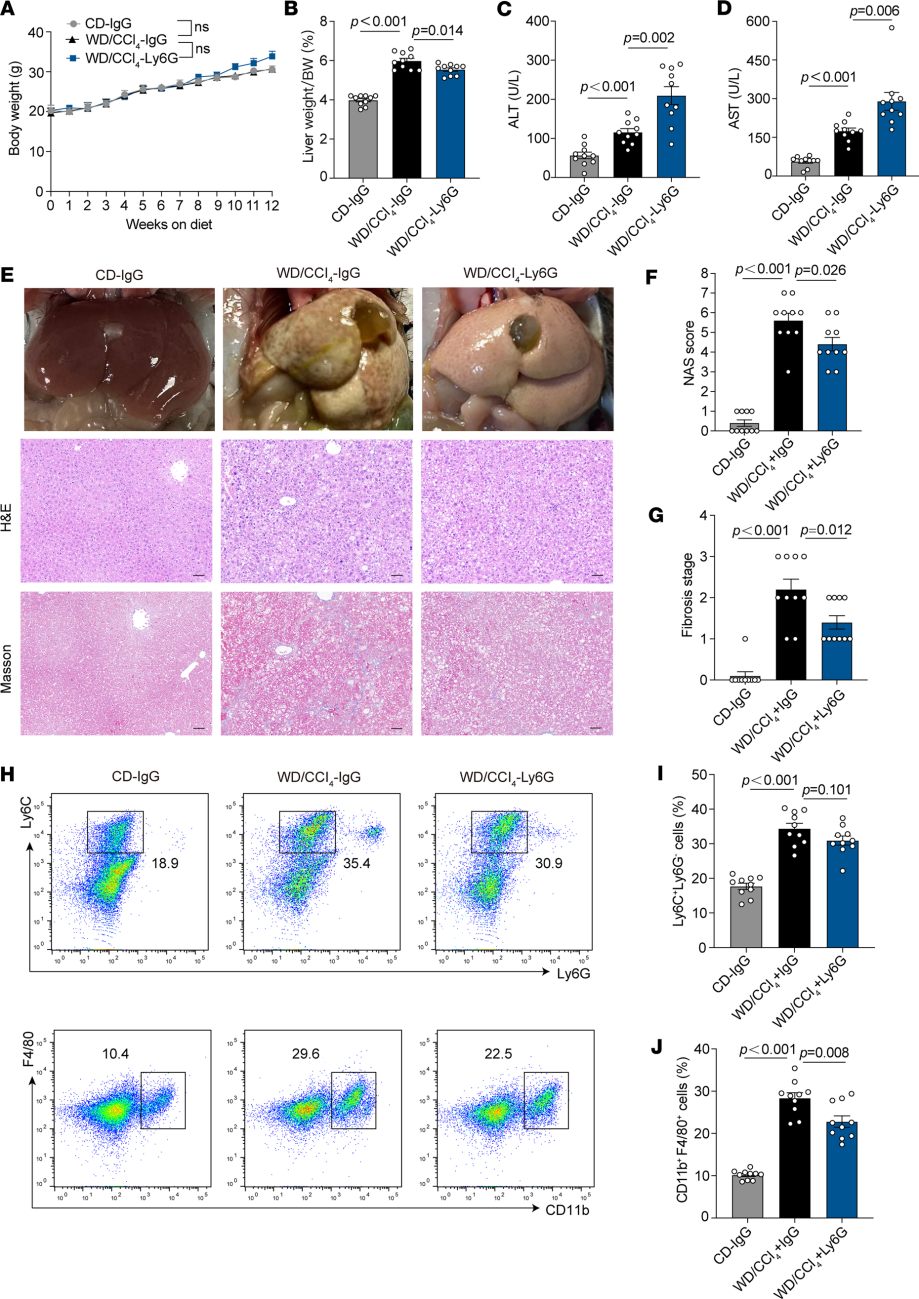
Effects of neutrophil depletion on liver under WD/CCl_4_ model. (**A**) Weekly monitored body weight of CD-IgG–, WD/CCl_4_–IgG–, and WD/CCl_4_–Ly6G–treated mice (10 mice per group). (**B**) Liver weight/body weight ratio of mice in each group. (**C**) Serum ALT levels across different groups. (**D**) Serum AST levels across different groups. (**E**) Representative liver sections showing phenotypic changes, lipid accumulation, and fibrosis, assessed by Masson staining. Scale bars: 50 μm. (**F**) NAS scores of each group. (**G**) Fibrosis stage of each group. (**H**–**J**) Flow cytometry analysis of CD45^+^ NPCs extracted from WD/CCl_4_–fed mouse livers, showing monocyte (Ly6C^+^Ly6G^–^) and macrophage (CD11b^+^F4/80^+^) populations, based on 10 mice per group. Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Figure 4:**
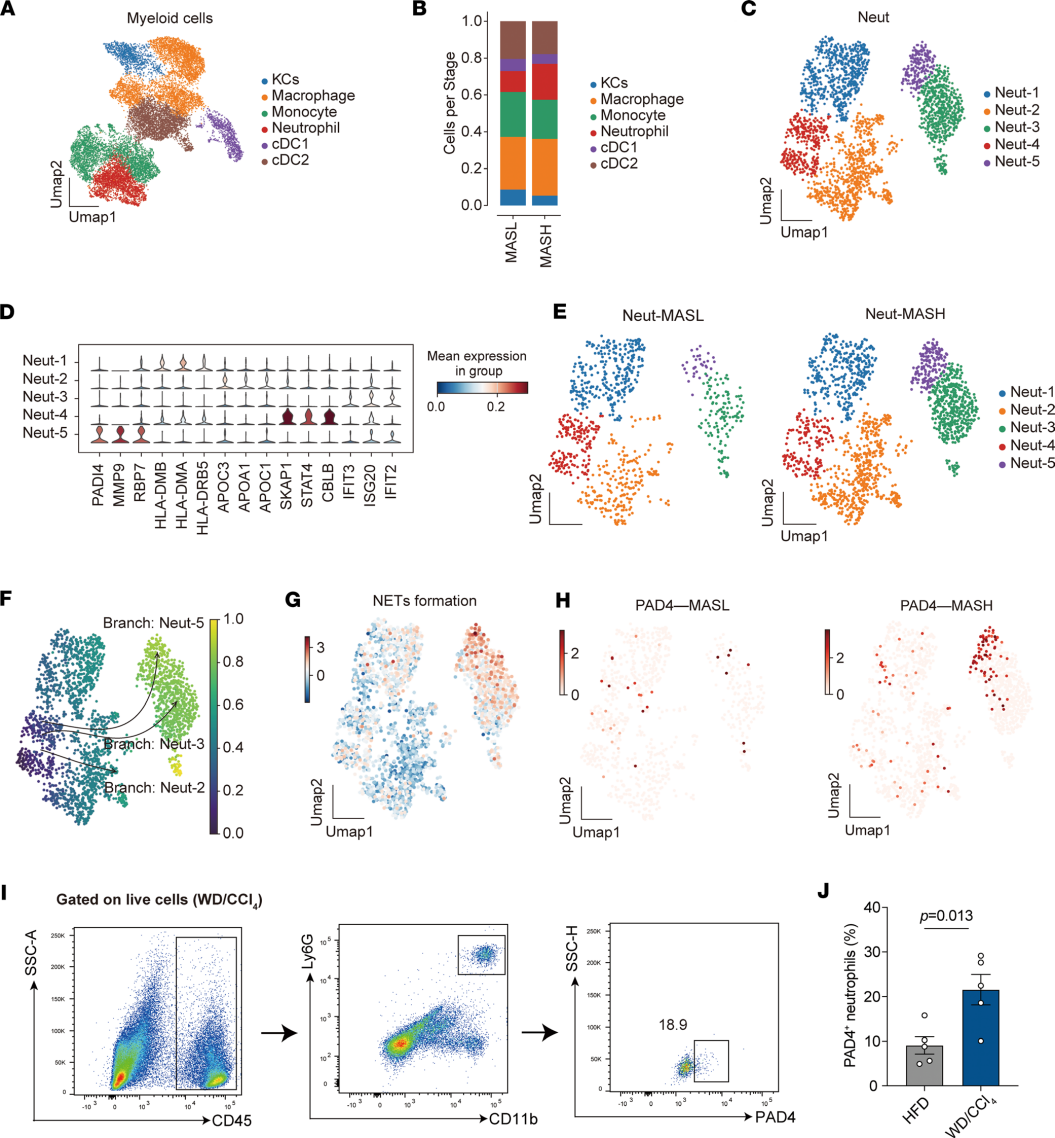
scRNA-Seq reveals neutrophil heterogeneity in human MASLD liver, with PAD4^+^ neutrophils correlating with MASH development. (**A**) Uniform manifold approximation and projection (UMAP) analysis of transcriptional profiles of myeloid cells (*n* = 15,479) from human MASL (*n* = 6) and MASH (*n* = 6) livers, with each cluster represented by a different color. (**B**) Bar plots showing the proportion of 6 myeloid cell subpopulations in human MASL and MASH livers. (**C**) UMAP analysis of transcriptional profiles of neutrophils (*n* = 2,428) from human MASL (*n* = 6) and MASH (*n* = 6) livers, with each cluster represented by a different color. (**D**) Violin plots showing expression levels and distribution of representative marker genes across neutrophil clusters. (**E**) UMAP analysis showing the distribution of 5 neutrophil subclusters in human MASL and MASH livers. (**F**) Pseudotime trajectory analysis of neutrophils using Palantir software (https://palantir.readthedocs.io), with cells colored by pseudotime progression. (**G**) UMAP showing NET formation signature scores in neutrophils, with color intensity reflecting scaled signature scores. Seurat (v4.3) AddModuleScore function was used to calculate NET gene signature scores. (**H**) UMAP of neutrophils colored by PAD4 cluster in MASL and MASH livers. (**I**) Flow cytometry analysis of PAD4^+^ neutrophils from livers of WD/CCl_4_–fed mice. (**J**) The proportion of PAD4^+^ neutrophils within the liver-infiltrating neutrophils in HFD- and WD/CCl_4_–fed mice. Statistical analyses were performed using 2-tailed Student’s *t* test. Data are shown as the mean ± SEM.

**Figure 5:**
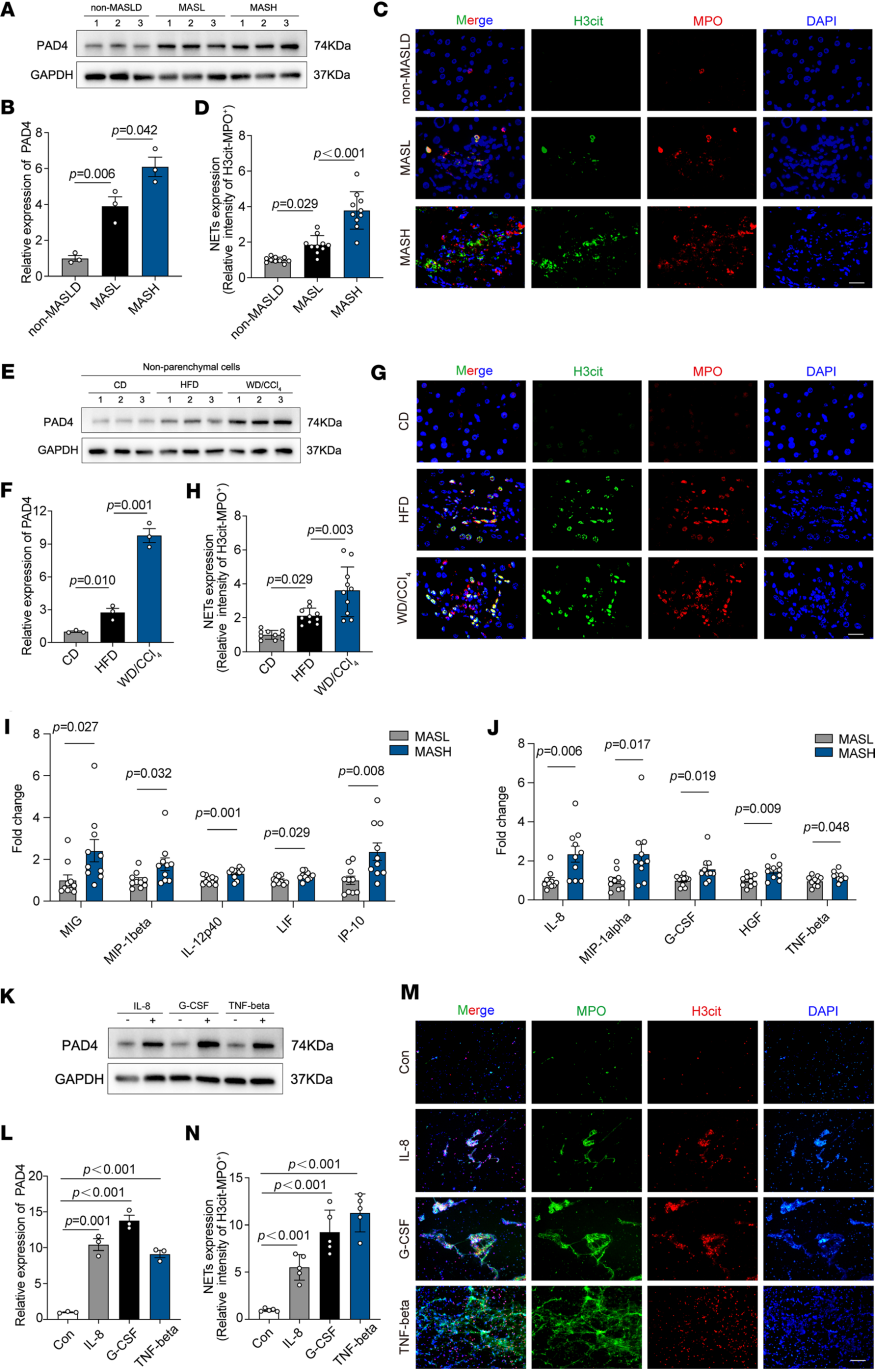
Inflammatory cytokines in MASH livers promote increased expression of PAD4^+^ neutrophil and NET formation. (**A**) Western blot analysis of PAD4 expression in liver tissues from non-MASLD, MASL, and MASH patients (*n* = 3 per group). (**B**) Quantitative grayscale analysis of PAD4 protein bands from Western blot. (**C**) Representative immunofluorescence images of citrullinated histone H3 (H3Cit) and MPO staining in liver tissues from non-MASLD, MASL, and MASH patients. NETs are identified by costaining with H3Cit, MPO, and DAPI, with red fluorescence indicating neutrophils. Scale bar: 20 μm. (**D**) Quantification of H3Cit^+^MPO^+^ staining intensity using ImageJ software. (**E**) Western blot analysis of PAD4 expression in non-parenchymal liver cells from CD-, HFD-, and WD/CCl_4_–fed mice (*n* = 3 per group). (**F**) Quantitative grayscale analysis of PAD4 protein bands in non-parenchymal liver cells. (**G**) Representative immunofluorescence images of H3Cit and MPO staining in livers from CD-, HFD-, and WD/CCl_4_–fed mice. NETs are identified by costaining with H3Cit, MPO, and DAPI, with red fluorescence indicating neutrophils. Scale bar: 20 μm. (**H**) Quantification of H3Cit^+^MPO^+^ staining intensity in mouse liver tissues using ImageJ software. (**I** and **J**) Luminex assay (Bio-Rad Laboratories) quantification of inflammation-related cytokines in liver tissues from MASL (*n* = 10) and MASH (*n* = 10) patients. Statistically significant cytokines are highlighted. (**K**) Western blot analysis of PAD4 expression in neutrophils stimulated with IL-8, G-CSF, and TNF-β. (**L**) Quantitative grayscale analysis of PAD4 protein bands in stimulated neutrophils. (**M**) Immunofluorescence assessment of NET formation potential in neutrophils stimulated with IL-8, G-CSF, and TNF-β (H3Cit in red, MPO in green, DAPI in blue). Scale bar: 200 μm. (**N**) Quantification of H3Cit^+^MPO^+^ staining intensity after IL-8, G-CSF, and TNF-β stimulation using ImageJ software. Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Figure 6:**
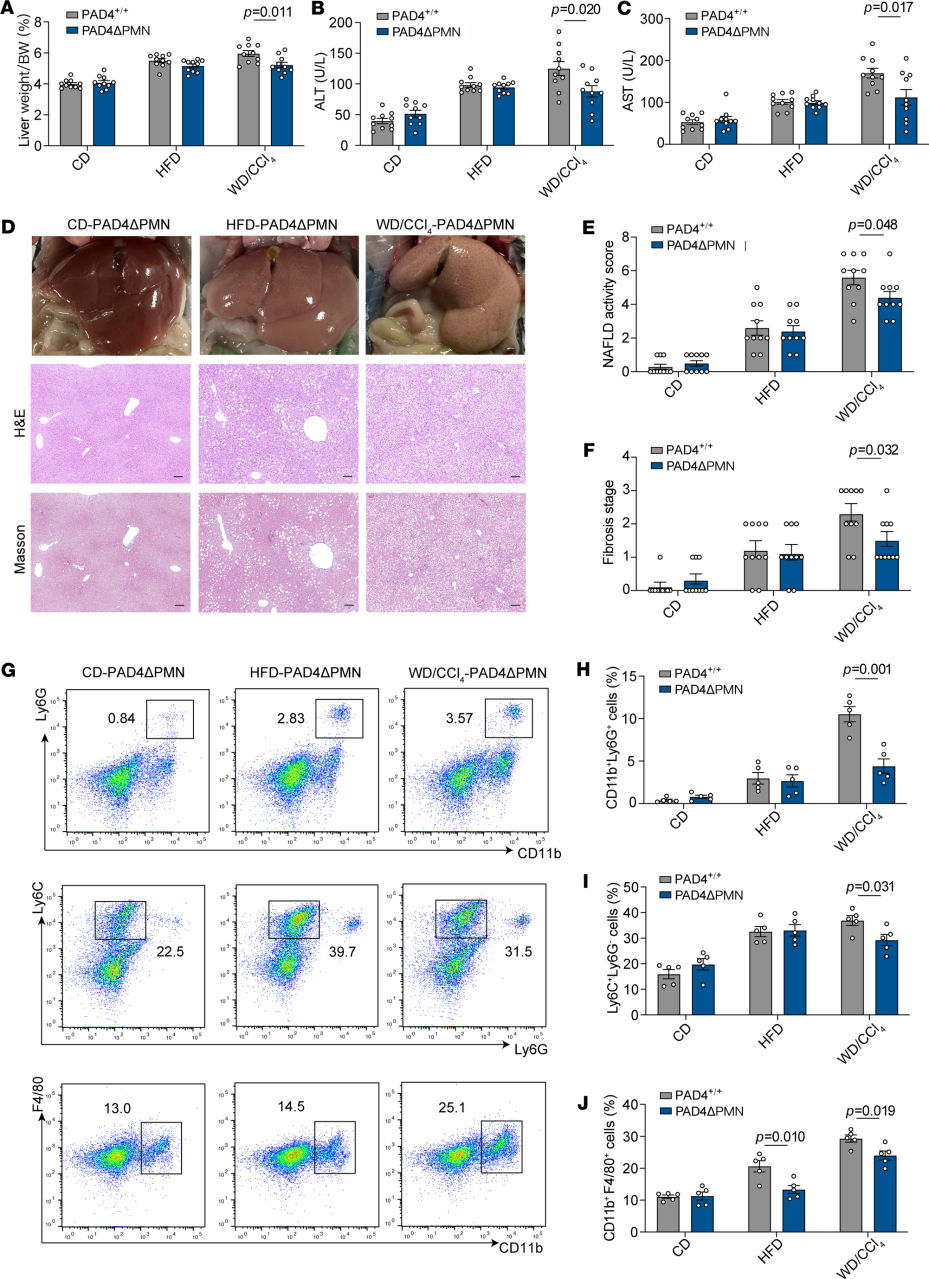
Effects of inhibiting PAD4^+^ neutrophil and NET formation on liver under CD, HFD, and WD/CCl_4_ models. (**A**) Liver weight/body weight ratio of mice in each group. (**B**) Serum ALT levels across different groups. (**C**) Serum AST levels across different groups. (**D**) Representative liver sections showing phenotypic changes, lipid accumulation, and fibrosis, assessed by Masson staining. Scale bars: 100 μm. (**E**) NAS scores of each group. (**F**) Fibrosis stage of each group. (**G**–**J**) Flow cytometry analysis of CD45^+^ NPCs extracted from the livers of PAD4ΔPMN mice and PAD4^+/+^ mice fed different models, showing neutrophil (CD11b^+^Ly6G^+^), monocyte (Ly6C^+^Ly6G^–^), and macrophage (CD11b^+^F4/80^+^) populations. Data are presented as mean ± SEM, based on 10 independent experiments. Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Figure 7:**
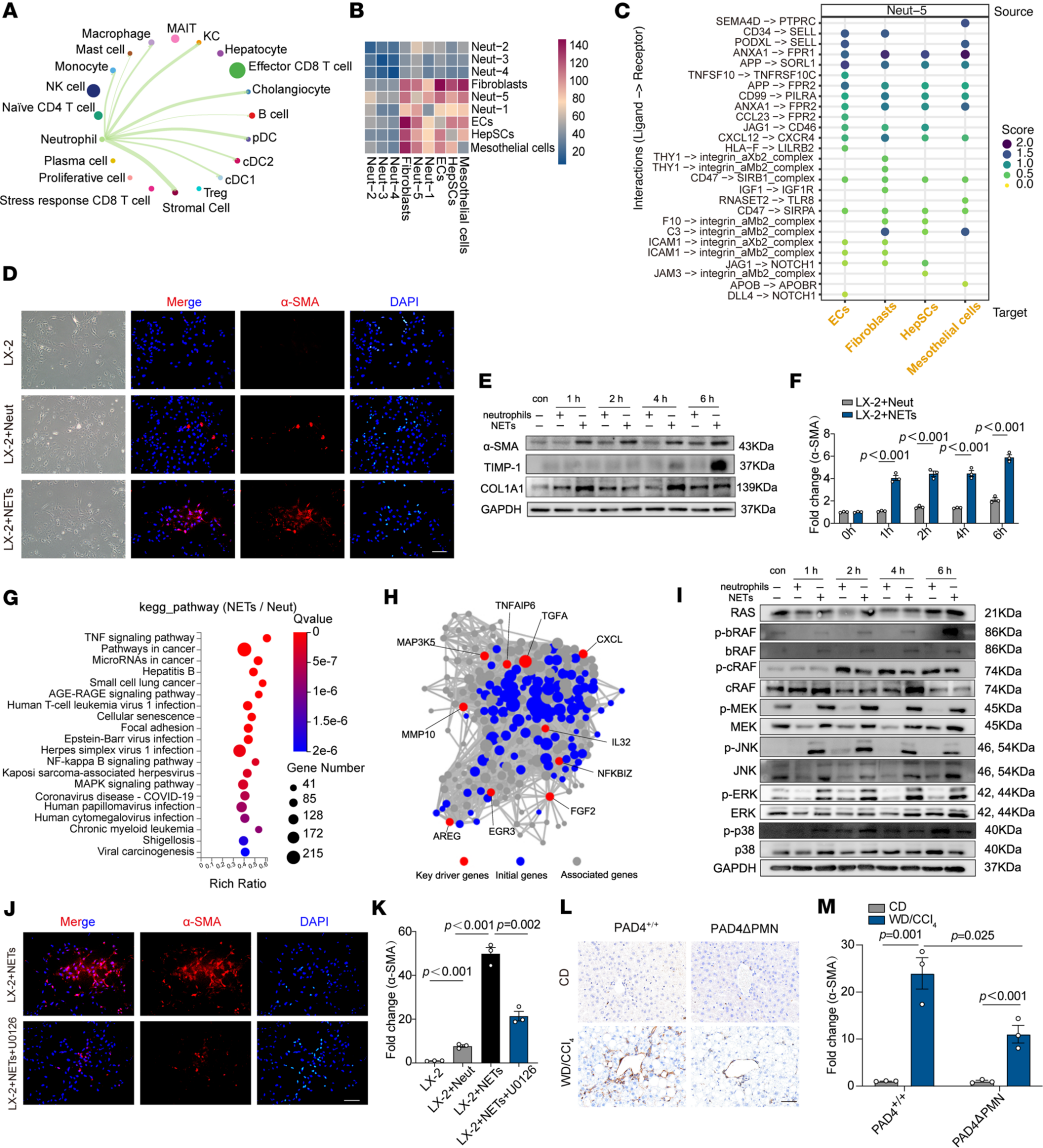
PAD4^+^ neutrophils promote HepSC activation via NET formation and MAPK pathway activation. (**A**) Networks revealing interactions among neutrophils and various cell types. The thicker the line, the higher the number of interactions among cell types. (**B**) Heatmap exhibiting cell-cell communication calculated by CellphoneDB (www.cellphonedb.org). Color represents cumulative count of significant ligand-receptor pairs across different cell types. (**C**) Dot plot showing significant ligand-receptor interactions (*P* < 0.05) between Neut-5 and stromal cell subtypes. The data are segmented with Neut-5 as source cells, according to CellphoneDB. Stromal cell subtypes are shown on the *x* axis, and ligand-receptor pairs on the *y* axis. Dot size and color intensity represent mean score. (**D**) Neutrophils pretreated with IL-8, G-CSF, and TNF-β and induced NETs were cocultured with LX-2 HepSCs for 6 hours. Immunofluorescence detected LX-2 cell activation (α-SMA in red, DAPI in blue). Scale bar: 100 μm. (**E**) Time course study (0, 1, 2, 4, 6 hours) of neutrophils or NETs cocultured with LX-2. LX-2 activation markers (α-SMA, TIMP-1, COL1A1) were analyzed using Western blot. (**F**) Quantitative grayscale analysis of α-SMA protein bands from Western blots. (**G**) Dot plot showing significant KEGG pathway terms. (**H**) Key driver gene analysis of differentially expressed genes was performed to identify genes with major regulatory roles. (**I**) Time course studies (0, 1, 2, 4, 6 hours) of neutrophils or NETs cocultured with LX-2. Key proteins in the MAPK pathway were analyzed by Western blotting. (**J**) Coculturing of NETs and LX-2 cells with the MAPK pathway inhibitor U0126 added; subsequent changes in LX-2 activation were assessed via immunofluorescence (α-SMA in red, DAPI in blue). Scale bars: 100 μm. (**K**) Quantification of α-SMA^+^ staining intensity using ImageJ software. (**L**) IHC detection of α-SMA in liver sections from PAD4^+/+^ and PAD4ΔPMN mice before and after WD/CCl_4_ dietary intervention. Scale bar: 50 μm. (**M**) Quantification of α-SMA^+^ staining intensity using ImageJ software. Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Figure 8:**
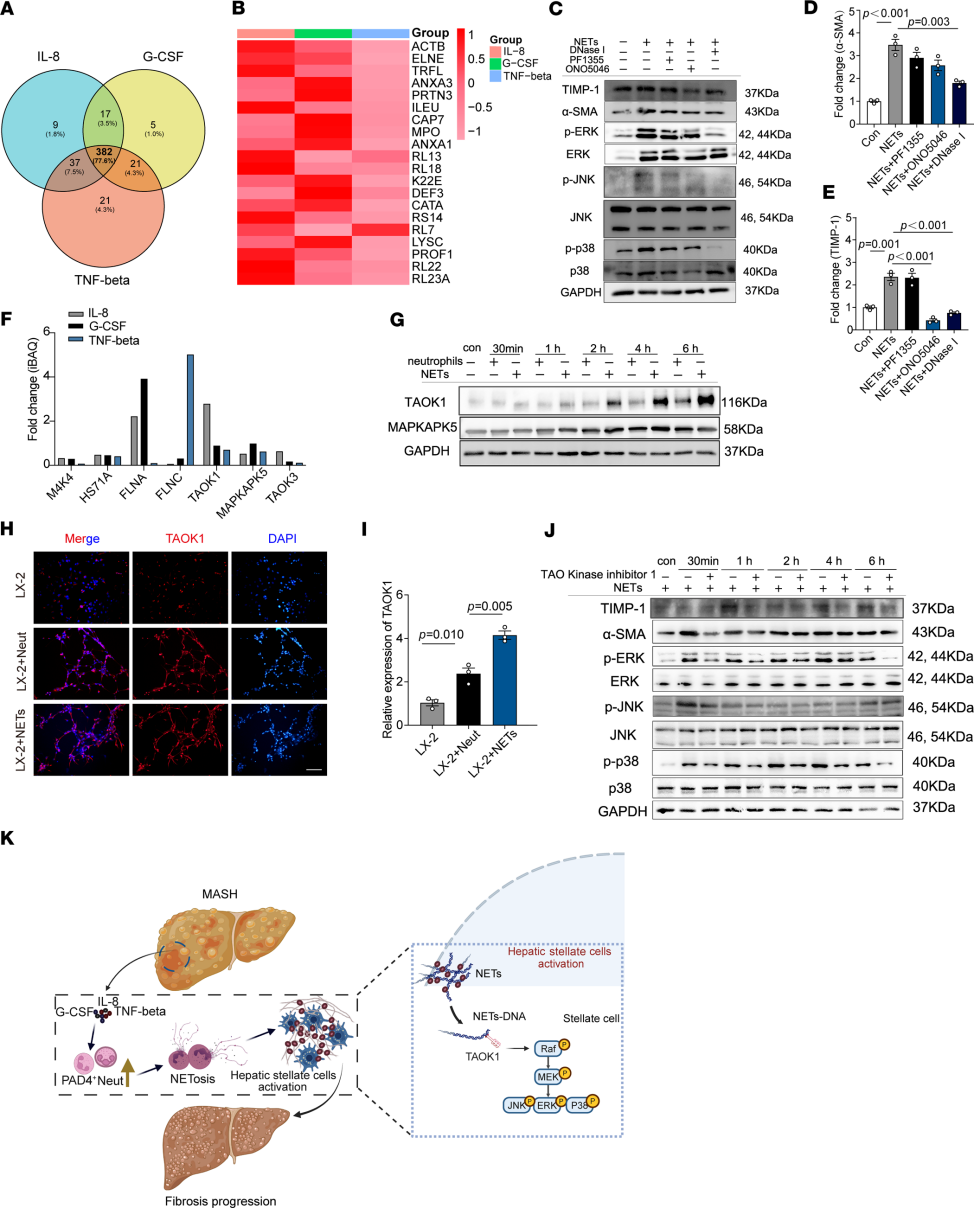
The critical role of NET-DNA and TAOK1 interaction in MAPK pathway activation. (**A**) Neutrophils isolated from MASH patient peripheral blood were induced to form NETs upon stimulation with IL-8, G-CSF, and TNF-β. Proteomic analysis using liquid chromatography/mass spectrometry (LC-MS) identified the amounts of proteins in these NETs, which are depicted in a Venn diagram. (**B**) A heatmap illustrates the top 20 protein components identified in the NETs by LC-MS, highlighting key proteins associated with NET formation. (**C**) Western blot analysis was performed to assess the impact of MPO inhibitor (PF1355), NE inhibitor (ONO5046), and DNase I treatment on MAPK pathway activation in LX-2 cells exposed to NETs. (**D** and **E**) Quantitative grayscale analysis of Western blot bands for α-SMA and TIMP-1 expression in response to NETs and inhibitors. (**F**) LC-MS analysis of enriched proteins associated with the MAPK pathway following NET-DNA pull-down, with key MAPK pathway components highlighted. (**G**) Coculture of neutrophils or NETs with LX-2 cells for varying durations (0, 30 minutes, 1, 2, 4, and 6 hours), followed by Western blot detection of TAOK1 and MAPKAPK5 expression levels. (**H**) Immunofluorescence microscopy showed changes in TAOK1 expression during co-cultivation of NETs and LX-2 cells (TAOK1 shown in red, DAPI for cell nuclei in blue). Scale bar: 100 μm. (**I**) Quantification of TAOK1^+^ staining intensity using ImageJ software, showing the increase in TAOK1 expression in LX-2 cells following NET exposure. (**J**) Western blot analysis after TAOK1 inhibitor treatment to examine the impact of NETs on MAPK pathway activation in LX-2 cells. (**K**) Schematic diagram illustrating the mechanism by which NET-DNA activates the MAPK pathway through TAOK1 interaction, promoting HepSC activation and fibrosis (created with BioRender; biorender.com). Statistical analyses were performed using 1-way ANOVA. Data are shown as the mean ± SEM.

**Table 1:**
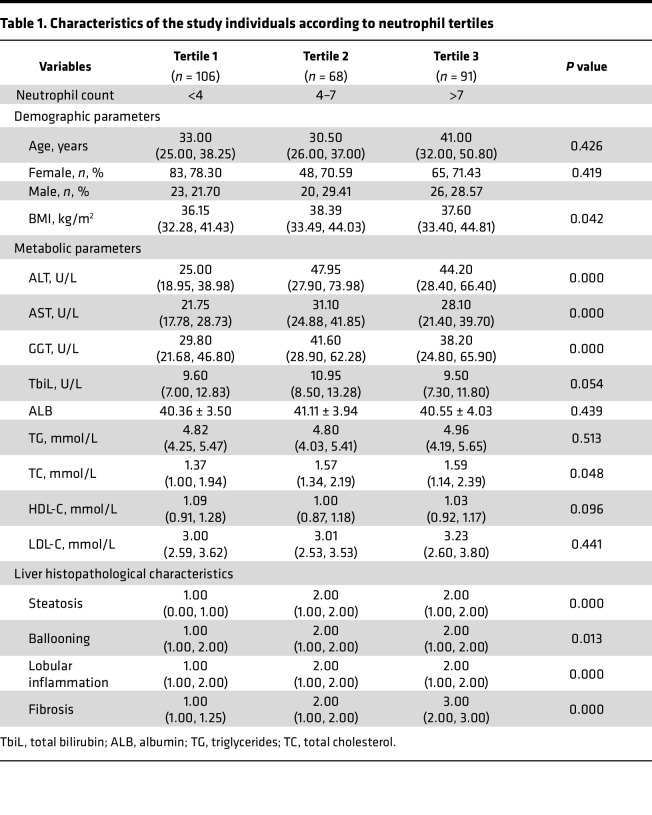
Characteristics of the study individuals according to neutrophil tertiles

**Table 2:**
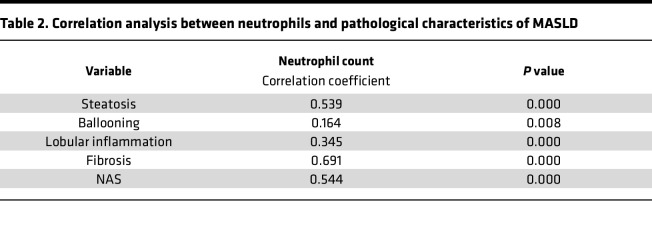
Correlation analysis between neutrophils and pathological characteristics of MASLD

# Supplementary material for: PAD4+ neutrophils promote hepatic stellate cell activation and accelerate MASH fibrosis progression viaNET-DNA/TAOK1/MAPK pathways
**Source:** JCI Insight. 2026 Jan 9;11(1):e191479. doi: 10.1172/jci.insight.191479
**Supplement:** Supplemental data

## **Supplementary materials and methods**

### **Reagents**

The antibodies used were as follows:

For western blot and immunohistochemistry, rabbit monoclonal anti-MPO antibody (Abcam, Cambridge, UK), rabbit monoclonal anti- $\alpha$ SMA antibody (Abcam, Cambridge, UK), rabbit monoclonal anti-TIPM-1 antibody (Abcam, Cambridge, UK), rabbit monoclonal anti-COL1A1 antibody (Abcam, Cambridge, UK), rabbit monoclonal anti-RAS antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-bRAF antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-phospho-bRAF antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-cRAF antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-phospho-cRAF antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-MEK antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-phospho-MEK antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-JNK antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-phospho-JNK antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-ERK antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-phospho-ERK antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-p38 antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-phospho-p38 antibody (Cell Signaling Technology, MA, USA), mouse monoclonal anti-GAPDH antibody (Cell Signaling Technology, MA, USA), rabbit monoclonal anti-GAPDH antibody (Cell Signaling Technology, MA, USA), rabbit

monoclonal anti-TAOK1 antibody (Thermo Fisher Scientific, MA, USA) , Mouse monoclonal anti-MAPKAPK5 antibody (Thermo Fisher Scientific, MA, USA) were used were used (i.e., all antibodies used are listed in Supplemental Table 4).

For immunofluorescence, rabbit monoclonal anti- $\alpha$ SMA antibody (Abcam, Cambridge, UK), mouse monoclonal anti-MPO antibody (Abcam, Cambridge, UK), rabbit monoclonal anti-H3cit antibody (Abcam, Cambridge, UK), rabbit monoclonal anti-TAOK1 antibody (Thermo Fisher Scientific, MA, USA), Rhodamine Red-X (RRX) goat anti-mouse IgG (H+L) and FITC-AffiniPure goat anti-rabbit IgG (H+L) (Jackson, PA, USA) were used.

For flow cytometry, freshly isolated liver nonparenchymal cells (LNPCs) were incubated with mouse Fc receptor blocker to prevent non-specific binding. Then, the cells were incubated with various staining antibodies, including APC Cyanine7conjugated anti-mouse CD45 (clone 30F11, Miltenyi Research Inc. , CA, USA), PEvio770 conjugate anti-mouse CD11b (clone M1/70, Thermo Fisher Scientific, MA, USA), APC conjugated anti-mouse F4/80 (clone BM8, Thermo Fisher Scientific, MA, USA), FITC-conjugated anti-mouse Ly6C (clone AL21, BD Biosciences, NJ, USA), PE-conjugated anti-mouse Ly6G (clone RB6-8C5, Thermo Fisher Scientific, MA, USA). In identifying the proportion of PAD4<sup>+</sup> neutrophils, the antibodies used are as follows: Alexa Fluor® 488 monoclonal anti-rabbit PAD4 (Abcam, Cambridge, UK), APC conjugated anti-mouse CD45 (clone I3/2.3, Biolegend, CA, USA), PE-conjugated anti-mouse Ly6G (clone 1A8, Biolegend, CA, USA), PerCP/Cyanine5.5 anti-mouse CD11b (M1/70, Biolegend, CA, USA).

The following chemicals were also utilized: IL-8 (Sigma-Aldrich, MO, USA) , G-CSF (Sigma-Aldrich, MO, USA) , TNF-beta (Sigma-Aldrich, MO, USA), Myeloperoxidase Inhibitor PF1355 (Cayman Chemical, MI, USA), ELANE Inhibitor ONO5046 (Cayman Chemical, MI, USA), DNase I (Sigma-Aldrich, MO, USA), TAO Kinase inhibitor 1 (MedChemexpress, NJ, USA), MAPK Inhibitor U0126 (Sigma-Aldrich, MO, USA).

## **Cell culture**

Human hepatic stellate cell line LX-2 was purchased from Procell Life Science & Technology (Wuhan, China) and cultured in the complete DMEM (ATCC, VA, USA) supplemented with 10% fetal bovine serum (Hyclone, UT, USA).

## **Serum aspartate aminotransferase (AST) and alanine aminotransferase (ALT) analysis**

Blood was collected from the post-orbital venous plexus. The serum was separated by centrifugation and the levels of AST and ALT in the serum were measured with an automated chemical analyzer (MODULAR EVO 4200, Switzerland).

## **Neutrophil isolation and in vitro NETs induction**

Neutrophils were isolated from peripheral blood of MASLD patients using Polymorphprep™ (Axis-Shield PoC AS, OSLO, Norway). The lysis of red blood cells was performed using a hypotonic solution (Solarbio, Beijing, China) according to the manuscript. The neutrophils ( $5 \times 10^6$  cells) seeded in 10cm culture plates were cultured in RPMI 1640 with 10% fetal bovine serum in a humidified 5% CO<sub>2</sub> incubator at 37°C. As determined by Wright staining and FACS analysis, the final neutrophil suspensions

67 contained fewer than 0.1% monocytes or lymphocytes. Neutrophil viability exceeded  
68 98% after up to 6h in culture, as determined by trypan blue exclusion and by Annexin  
69 V/propidium iodide FACS analysis. Isolated neutrophils were incubated with NETs  
70 inducers (100ng/ml IL-8, 100ng/ml G-CSF, 100ng/ml TNF-beta). Following  
71 stimulation for 6h, the supernatant was carefully discarded to remove any soluble  
72 factors released into the media. The cell culture wells were then gently washed with 2  
73 ml of cold PBS to collect the NETs structures that had adhered to the bottom surface.  
74 The PBS containing the washed-off material was then centrifuged at 1000g for 10  
75 minutes at 4°C, and the cell-free supernatant was collected as the NET preparation.

#### 76 **Detection of supernatant NETs**

77 NETs in supernatant were assayed by SYTOX Green fluorescence. SYTOX Green  
78 is a membrane-impermeable DNA-binding dye that can be used to quantify NETs-DNA.  
79 At the end of the incubation with NETs inducers, neutrophils were incubated with  
80 SYTOX Green (5µM) for 30min at 37°C. Then, after washing with PBS, NETs were  
81 observed by fluorescence microscopy.

#### 82 **Purification of NETs-DNA**

83 The NETs, previously separated, were subjected to fragmentation using a sonicator,  
84 achieving fragment sizes ranging from 200 to 500 base pairs. Following this, the DNA  
85 from these NETs was extracted and purified utilizing the MicroElute DNA Clean Up  
86 Kit (OMEGA, GA, USA).

#### 87 **Isolation of cell membrane protein**

88 Cell membrane protein of LX-2 was isolated with Mem-PER™ Plus membrane

protein extraction kit (Thermo Fisher Scientific, MA, USA). The procedures were according to the manufacturer's recommendation.

#### **DNA-pull down**

NETs-DNA was biotinylated with Biotin 3' End DNA Labelling Kit (Thermo Fisher Scientific, MA, USA) according to the manufacturer's instructions. Membrane protein of LX-2 was co-cultured with 500 ng of NETs-DNA, which had been biotinylated. This reaction took place in a 400 µl solution of IP lysis buffer (Thermo Fisher Scientific, MA, USA), and the mixture was maintained at ambient temperature for a duration of one hour. Subsequent to this, the resulting complex of protein and DNA was further treated with 50 µl of streptavidin-agarose beads, also at room temperature, for an additional hour. Following this incubation period, the beads were subjected to a triple washing using the IP lysis buffer. The next phase involved the separation of these beads via gradient gel electrophoresis. The separation process was followed by western blot to identify specific protein bands. Lastly, these identified bands were subjected to a detailed analysis using mass spectrometry for precise identification.

#### **RNA sequencing analysis (RNA-seq)**

RNA was extracted and subsequently converted into cDNA for the creation of a sequenced library compatible with Illumina indices. The sequencing was conducted at the Beijing Genomics Institute in China, utilizing the BGISEQ-500 system. A gene was considered to be significantly differentially expressed if it exhibited a more than twofold change in expression compared to the control, coupled with a *p* value below 0.05 after adjustment. Gene Ontology was employed to analyze the heat map, with the

Cluster software for analysis and Java Treeview for visualization purposes. The investigation of differentially expressed genes (DEGs) involved the use of Gene Ontology tools, specifically AMIGO and DAVID. Additionally, the Kyoto Encyclopedia of Genes and Genomes annotations was utilized to assess the enrichment levels of these DEGs.

### **Bone Marrow-Derived Neutrophil (BMDN) Culture and Adoptive Transfer**

Bone marrow cells were harvested from the femurs and tibias of mice by flushing with PBS using 25-gauge needles. The resulting cell suspension was gently dissociated and passed through a 40  $\mu$ m cell strainer to obtain a single-cell suspension. Red blood cells were lysed using RBC lysis buffer. To block GM-CSF signaling, anti-mouse GM-CSF antibody (BioLegend, #505401) was added to the culture. Neutrophils were then purified using the MojoSort™ Mouse Ly6G Selection Kit (BioLegend, #480124) and designated as bone marrow-derived neutrophils (BMDNs) for downstream applications.

For adoptive transfer experiments, purified BMDNs from PAD4<sup>+/+</sup> and PAD4 $\Delta$ PMN mice were counted using Trypan Blue exclusion and resuspended at a concentration of  $1 \times 10^8$  viable cells/mL. Recipient mice were intravenously injected with  $1 \times 10^7$  BMDNs (in 100  $\mu$ L PBS) per mouse at designated time points. Starting from week 6 of the WD/CCl<sub>4</sub> dietary model, BMDNs were administered weekly via tail vein injection. For leukocyte quantification, peripheral blood was collected into EDTA-containing tubes, and leukocytes were stained and analyzed by flow cytometry.

### **Western blot assay**

The expression of the indicated proteins was assayed using western blot. The indicated molecules for the analyses were listed in the Reagents. The relative levels were normalized against GAPDH in the same samples.

#### **Enzyme-linked immunosorbent assay**

ELISA (Invitrogen, CA, USA) was applied to measure CXCL1, CXCL2, CXCL3, CXCL5, CXCL6 and CXCL8 levels in the liver of MASL and MASH patients. Each experiment was repeated in triplicates.

#### **Luminex Assay**

Using Luminex technology, we analyzed the expression of various factors in liver samples. For every 10 mg of tissue, 200  $\mu$ L of pre-cooled lysis buffer was added. The tissue was homogenized using a tissue homogenizer, and the supernatant was collected after centrifugation. According to the instructions of the kit (Bio-Rad Laboratories, CA, USA), beads, standards, quality controls, and samples were sequentially added in volumes of 25-50  $\mu$ L and incubated at room temperature at 800 rpm for 0.5-1 hour or overnight at 4°C. Beads were then washed three times with 100-200  $\mu$ L of wash buffer. Next, 25-50  $\mu$ L of detection antibodies were added and incubated at room temperature at 800 rpm for 0.5-1 hour. The beads were washed again three times with 100-200  $\mu$ L of wash buffer, followed by the addition of 50  $\mu$ L of PE-streptavidin and incubation at room temperature at 800 rpm for 10-30 minutes. After three more washes with 100-200  $\mu$ L of wash buffer, 100-150  $\mu$ L of sheath fluid/wash buffer was added and incubated at room temperature at 800 rpm for 0.5-2 minutes before proceeding with the analysis on the machine.

## **Immunofluorescence**

Samples embedded in paraffin were sectioned to a thickness of 4 micrometers. Antigen retrieval was performed in a pressure cooker using 0.01M citrate buffer for a duration of 20 minutes. Subsequently, the sections were subjected to a blocking process using PBS supplemented with 10% bovine serum albumin at ambient temperature for two hours. Following the blocking step, the samples were incubated with primary antibodies at 4 °C throughout the night. This was followed by a one-hour room temperature incubation with Rhodamine Red-X (RRX) goat anti-mouse IgG (H+L) and FITC-AffiniPure goat anti-rabbit IgG (H+L) (Jackson ImmunoResearch Laboratories, PA, USA). For nuclear staining, DAPI (Sigma-Aldrich, MO, USA) was employed. Confocal microscopy images were captured using the Zeiss LSM510 system (Oberkochen, Germany).

## **Immunohistochemistry**

The expression of MPO in the liver was detected by immunohistochemistry (IHC). IHC was applied on paraffin-embedded formalin-fixed tissue samples according to standard protocols.

## **LC-MS/MS analysis**

In this analysis, tryptic peptides were reconstituted in solvent A, consisting of 0.1% formic acid, and then applied to a custom-made analytical column with a reversed-phase configuration (75 µm internal diameter, 15 cm length). We implemented a gradient elution program using solvent B (0.1% formic acid in 98% acetonitrile) that gradually increased from 6% to 23% over 26 minutes, followed by a rise to 35% in the

next 8 minutes, and finally peaking at 80% for the concluding 3 minutes. This elution was carried out at a steady flow rate of 400 nL/min using an EASY-nLC 1000 UPLC system. Post-column, the peptides were introduced to a nano-electrospray ionization (NSI) source and then analyzed via tandem mass spectrometry on a Q Exactive<sup>TM</sup> Plus (Thermo) system, integrated online with the UPLC. An electrospray voltage of 2.0 kV was applied. The mass-to-charge ( $m/z$ ) scan range spanned from 350 to 1800 for a comprehensive scan, capturing intact peptides in the Orbitrap at a resolution of 70,000. For MS/MS, peptides were selected under a normalized collision energy (NCE) setting of 28, with their fragments detected at a 17,500 resolution in the Orbitrap. The system followed a data-dependent approach alternating between a singular MS scan and 20 MS/MS scans, incorporating a 15.0 s dynamic exclusion period. The automatic gain control (AGC) threshold was set to 5E4, and the fixed first mass was established at 100  $m/z$ .

### **Flow cytometry**

Isolated liver non-parenchymal cells (LNPCs) initially underwent treatment with a blocker for mouse Fc receptors to mitigate unspecific bindings. Subsequently, these cells were exposed to a range of fluorescently labeled antibodies for staining. The antibodies used were listed in the Reagents.

### **scRNA-seq quality control, dimension-reduction and clustering (Scanpy)**

Scanpy v1.8.1 was used for quality control, dimensionality reduction and clustering under Python 3.7. For each sample dataset, we filtered expression matrix by the following criteria: 1) cells with gene count less than 200 or with top 2% gene count

were excluded; 2) cells with top 2% UMI count were excluded; 3) cells with mitochondrial content  $> 30\%$  were excluded; 4) genes expressed in less than 5 cells were excluded. After filtering, 67763 cells were retained for the downstream analyses, with on average 1381.502 genes and 3938.929 UMIs per cell. The raw count matrix was normalized by total counts per cell and logarithmically transformed into normalized data matrix. Top 2000 variable genes were selected by setting flavor = 'seurat'. Principal Component Analysis (PCA) was performed on the scaled variable gene matrix, and top 20 principal components were used for clustering and dimensional reduction. Cells were separated into 25 clusters by using Louvain algorithm and setting resolution parameter at 1.2. Cell clusters were visualized by using Uniform Manifold Approximation and Projection (UMAP) (1).

#### **Batch Effect removal**

Harmony: Batch effect between samples was removed by Harmony v1.0 using the top 20 principal components from PCA (2).

#### **Differentially expressed genes (DEGs) analysis (scanpy)**

To identify differentially expressed genes (DEGs), we used the scanpy.tl.rank\_genes\_groups function based on Wilcoxon rank sum test with default parameters, and selected the genes expressed in more than 10% of the cells in either of the compared groups of cells and with an average log(Fold Change) value greater than 0.25 as DEGs. Adjusted p value was calculated by benjamini-hochberg correction and the value 0.05 was used as the criterion to evaluate the statistical significance.

#### **Pathway enrichment analysis**

To investigate the potential functions of DEGs between neutrophils in MASH and MASL, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were used with the “clusterProfiler” R package v 4.0.2 (3). Pathways with p<sub>adj</sub> value less than 0.05 were considered as significantly enriched. Selected significant pathways were plotted as lollipop. GSEA was performed on Neutrophils' DEGs between MASH and MASL. For GSVA pathway enrichment analysis, the average gene expression of each cell type was used as input data (4). Gene Ontology gene sets including molecular function (MF), biological process (BP), and cellular component (CC) categories were used.

#### **Celltype annotation, Cell-type recognition with Cell-ID**

Cell-ID is multivariate approach that extracts gene signatures for each individual cell and perform cell identity recognition using hypergeometric tests (HGT). Dimensionality reduction was performed on normalized gene expression matrix through multiple correspondence analysis, where both cells and genes were projected in the same low dimensional space. Then a gene ranking was calculated for each cell to obtain most featured gene sets of that cell. HGT were performed on these gene sets against liver reference from SynEcoSys database, which contains all cell-type's featured genes. Identity of each cell was determined as the cell-type has the minimal HGT p value. For cluster annotation, Frequency of each cell-type was calculated in each cluster, and cell-type with highest frequency was chosen as cluster's identity (5).

The cell type identification of each cluster was determined according to the expression of canonical markers from the reference database SynEcoSys<sup>TM</sup> (Singleron

Biotechnology). SynEcoSys<sup>TM</sup> contains collections of canonical cell type markers for single-cell seq data, from CellMakerDB, PanglaoDB and recently published literatures.

#### **Subtyping of major cell types**

To obtain a high-resolution map of MPs, T and NK, Neutrophils cells, the specific cluster were extracted and reclustered for more detailed analysis following the same procedures described above and by setting the clustering resolution as 1.2, 1.2, 0.2 respectively.

#### **Cell-cell interaction analysis: CellPhoneDB**

Cell-cell interaction (CCI) between Neutrophils and other cell types were predicted based on known ligand–receptor pairs by Cellphone DB (v 4.0.0) version (6). Permutation number for calculating the null distribution of average ligand-receptor pair expression in randomized cell identities was set to 1000. Individual ligand or receptor expression was thresholded by a cutoff based on the average log gene expression distribution for all genes across each cell type. Predicted interaction pairs with p value <0.05 and of average log expression > 0.1 were considered as significant and visualized by heatmap\_plot and dot\_plot in CellphoneDB.

#### **Pseudotime Trajectory Analysis: monocle2**

Cell differentiation trajectory of monocyte subtypes was reconstructed with the Monocle2 v 2.10.0 (7). For constructing the trajectory, top 2000 highly variable genes were selected by Seurat (v3.1.2) FindVairableFeatures, and dimension-reduction was performed by DDRTree. The trajectory was visualized by plot\_cell\_trajectory function in Monocle2.

## **UCell Gene Set Scoring**

Gene set scoring was performed using the R package UCell v 2.2.0 (8). UCell scores are based on the Mann-Whitney U statistic by ranking query genes in order of their expression levels in individual cells. Because UCell is a rank-based scoring method, it is suitable to be used in large datasets containing multiple samples and batches.

The NETs formation gene signature was defined based on previously published NETs-associated gene sets(9). The signature includes canonical NETs-related genes such as: PAD4, ELANE, MPO, H3F3B, TLR9, CTSG, LTF, GSDMD, and others involved in chromatin decondensation and NETs extrusion.

For analysis, we used: Seurat (v4.3) AddModuleScore function to calculate NETs gene signature scores in each neutrophil cluster (scRNA-seq data). Scores were compared between groups using Wilcoxon rank-sum test. Visualization in dot plots shows differential NETs scores across neutrophil subsets.

## **scGSVA**

To do GSVA analysis for single cell data, we use scGSVA (<https://github.com/guokai8/scGSVA>), which make use of ssgsea methods to score individual cells respectively to generate multiple pathway enrichment score matrices. Using package of Limma to calculate the differential enrichment score for pathway, which absolute value of t greater than 1.96 as significant difference, among cell types.

## **Transcription factor regulatory network analysis (pySCENIC)**

Transcription factor network was constructed by pyscenic (v0.11.0) using scRNA

expression matrix and transcription factors in AnimalTFDB (10). First, GRNBoost2 predicted a regulatory network based on the co-expression of regulators and targets. CisTarget was then applied to exclude indirect targets and to search transcription factor binding motifs. After that, AUCell was used for regulon activity quantification for every cell. Cluster-specific TF regulons were identified according to Regulon Specificity Scores (RSS) and the activity of these TF regulons were visualized in heatmaps.

## Reference:

1. Wolf FA, Angerer P, and Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 2018;19(1):15.
2. Butler A, Hoffman P, Smibert P, Papalexi E, and Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat Biotechnol.* 2018;36(5):411-20.
3. Yu G, Wang LG, Han Y, and He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS.* 2012;16(5):284-7.
4. Hanzelmann S, Castelo R, and Guinney J. GSEA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics.* 2013;14:7.
5. Cortal A, Martignetti L, Six E, and Rausell A. Gene signature extraction and cell identity recognition at the single-cell level with Cell-ID. *Nat Biotechnol.* 2021;39(9):1095-102.
6. Efremova M, Vento-Tormo M, Teichmann SA, and Vento-Tormo R. CellPhoneDB: inferring cell-cell communication from combined expression of multi-subunit ligand-receptor complexes. *Nat Protoc.* 2020;15(4):1484-506.
7. Qiu X, Hill A, Packer J, Lin D, Ma YA, and Trapnell C. Single-cell mRNA quantification and differential analysis with Census. *Nat Methods.* 2017;14(3):309-15.
8. Andreatta M, and Carmona SJ. UCell: Robust and scalable single-cell gene signature scoring. *Comput Struct Biotechnol J.* 2021;19:3796-8.
9. Papayannopoulos V. Neutrophil extracellular traps in immunity and disease. *Nat Rev Immunol.* 2018;18(2):134-47.
10. Van de Sande B, Flerin C, Davie K, De Waegeneer M, Hulselmans G, Aibar S, et al. A scalable SCENIC workflow for single-cell gene regulatory network analysis. *Nat Protoc.* 2020;15(7):2247-76.

**A**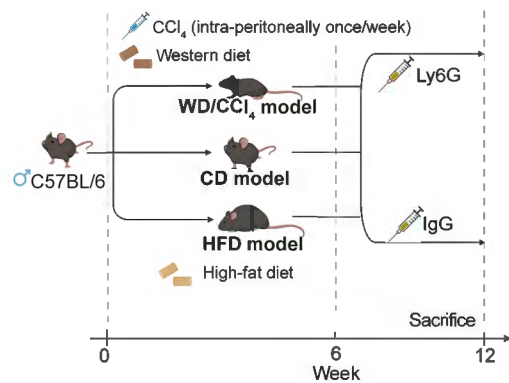**B**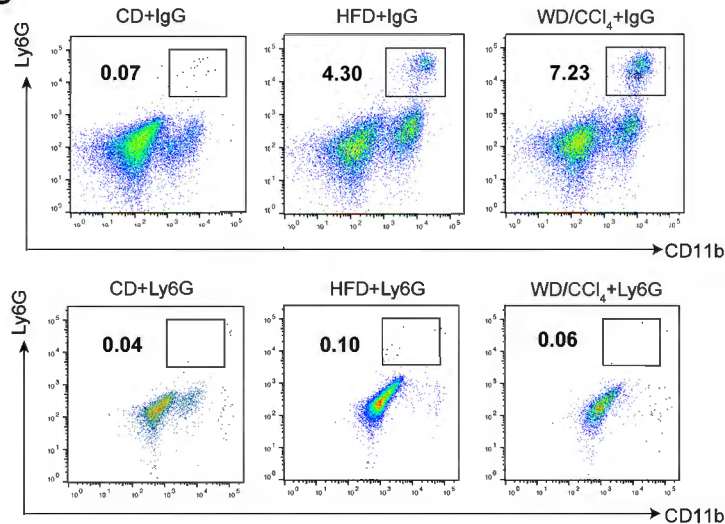**C**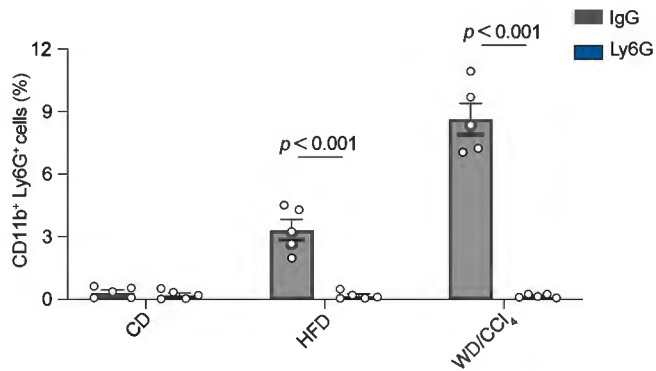

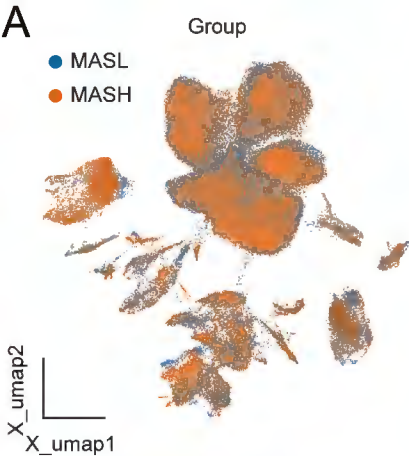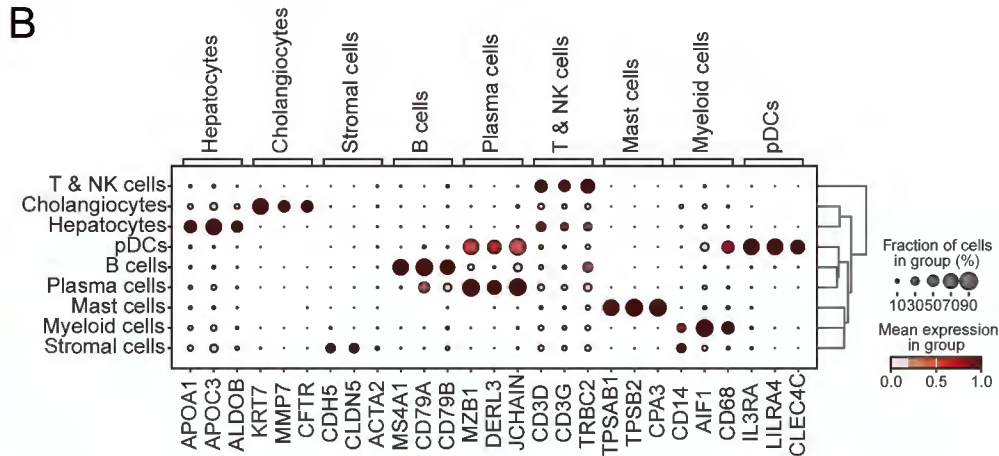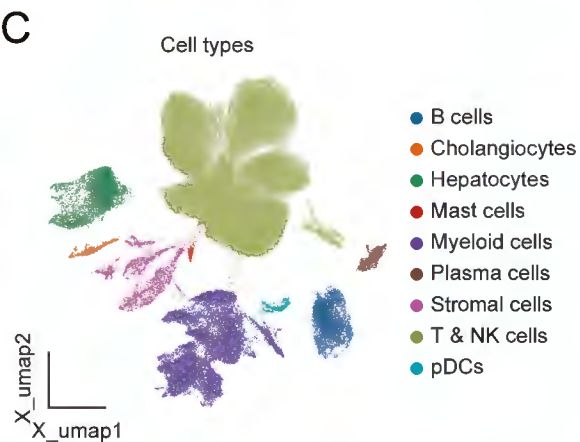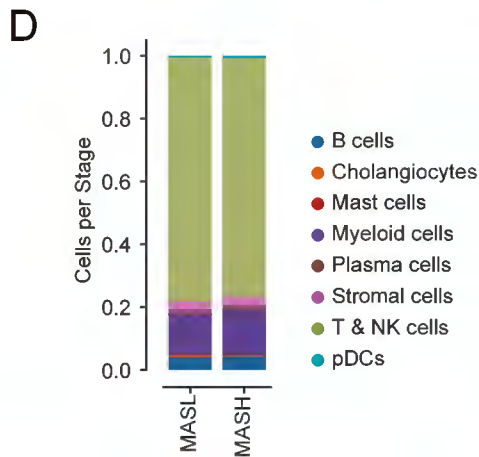

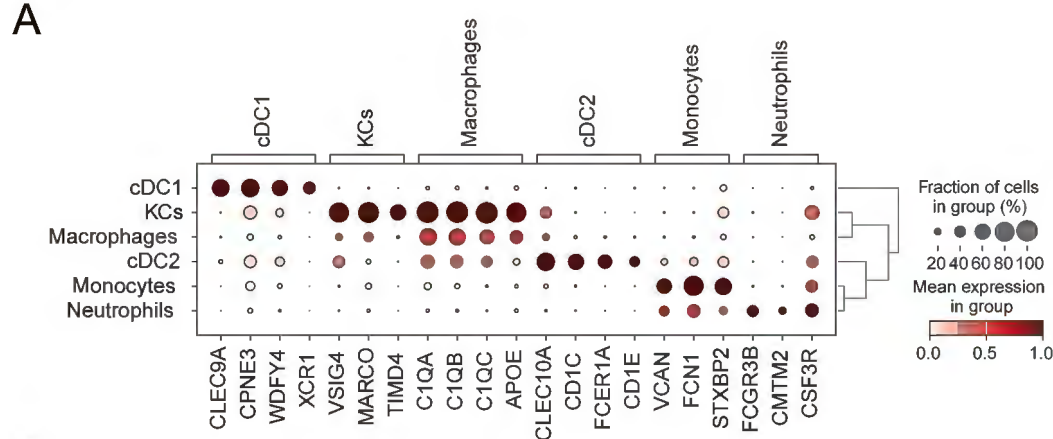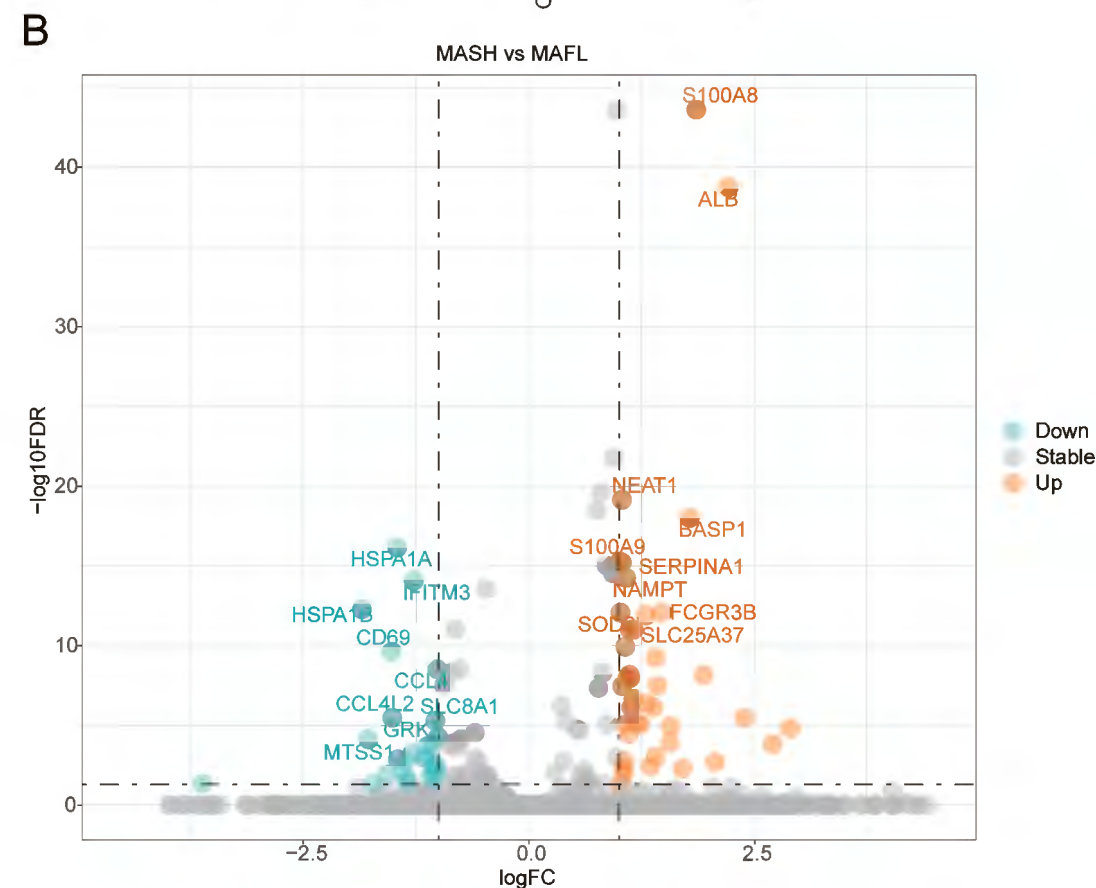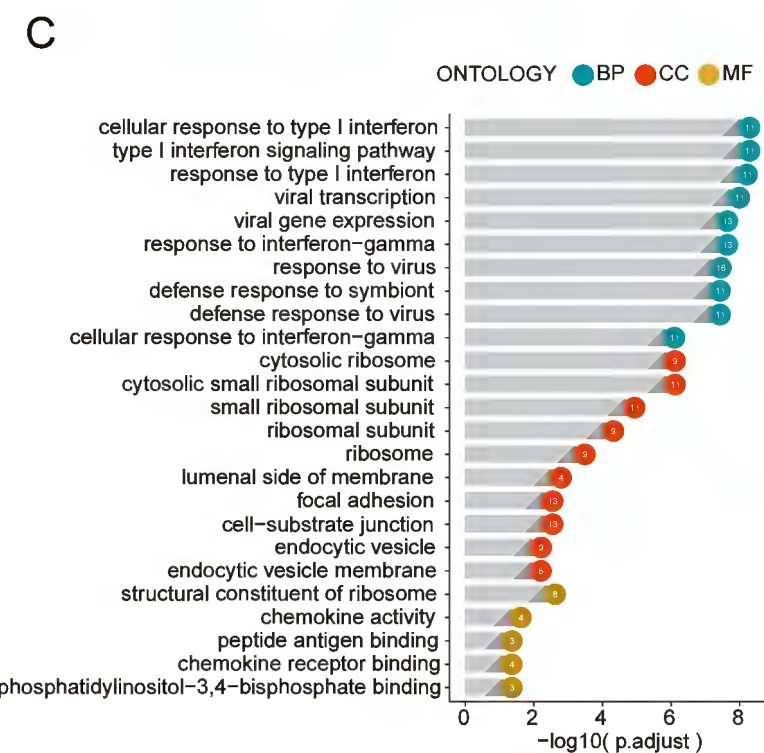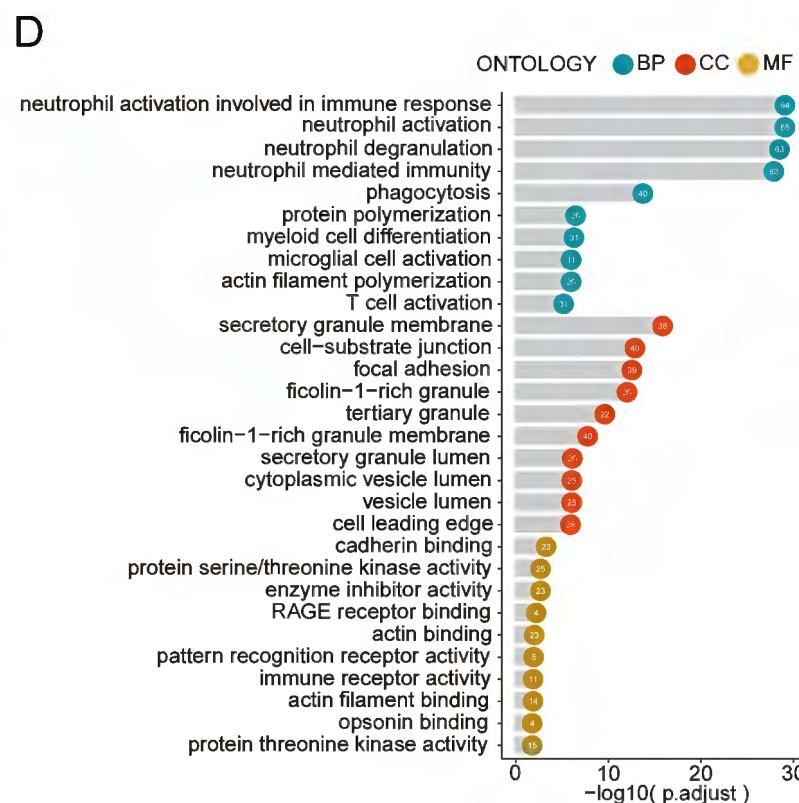

A

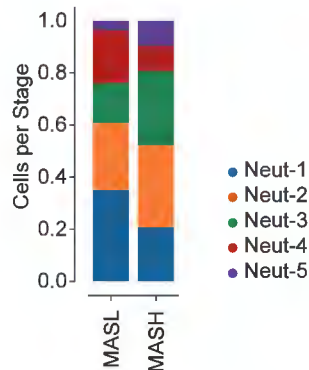

B

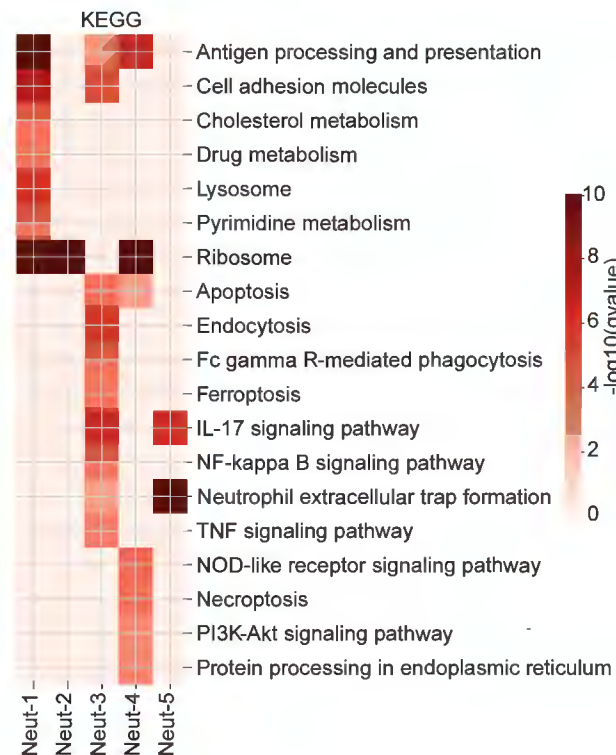

C

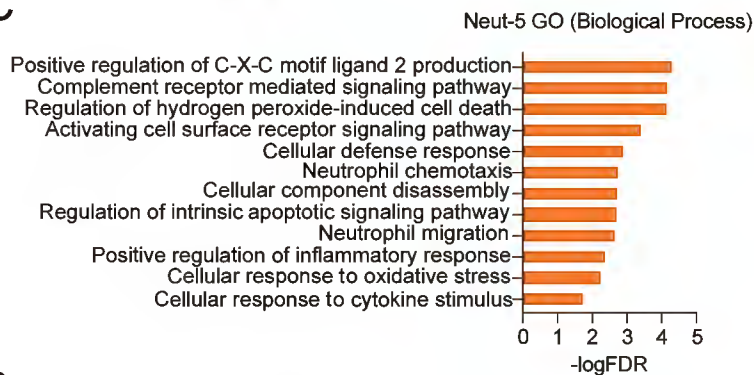

D

Gated on live cells (HFD)

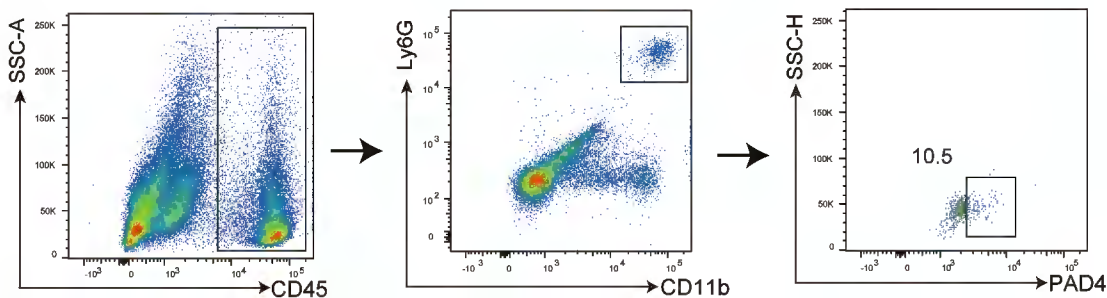

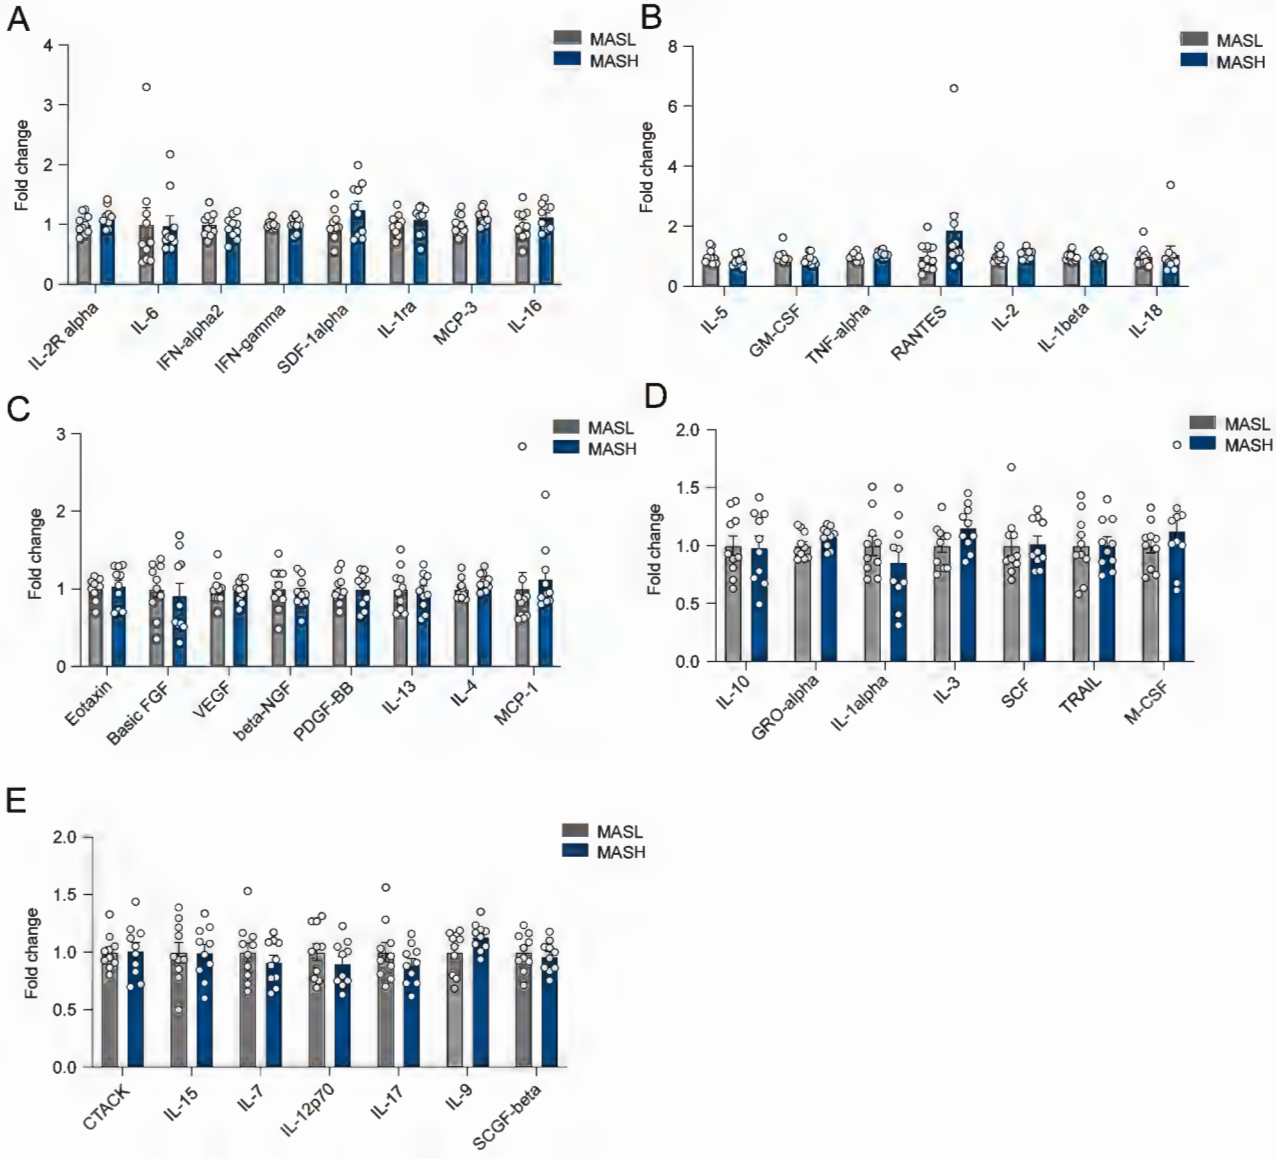

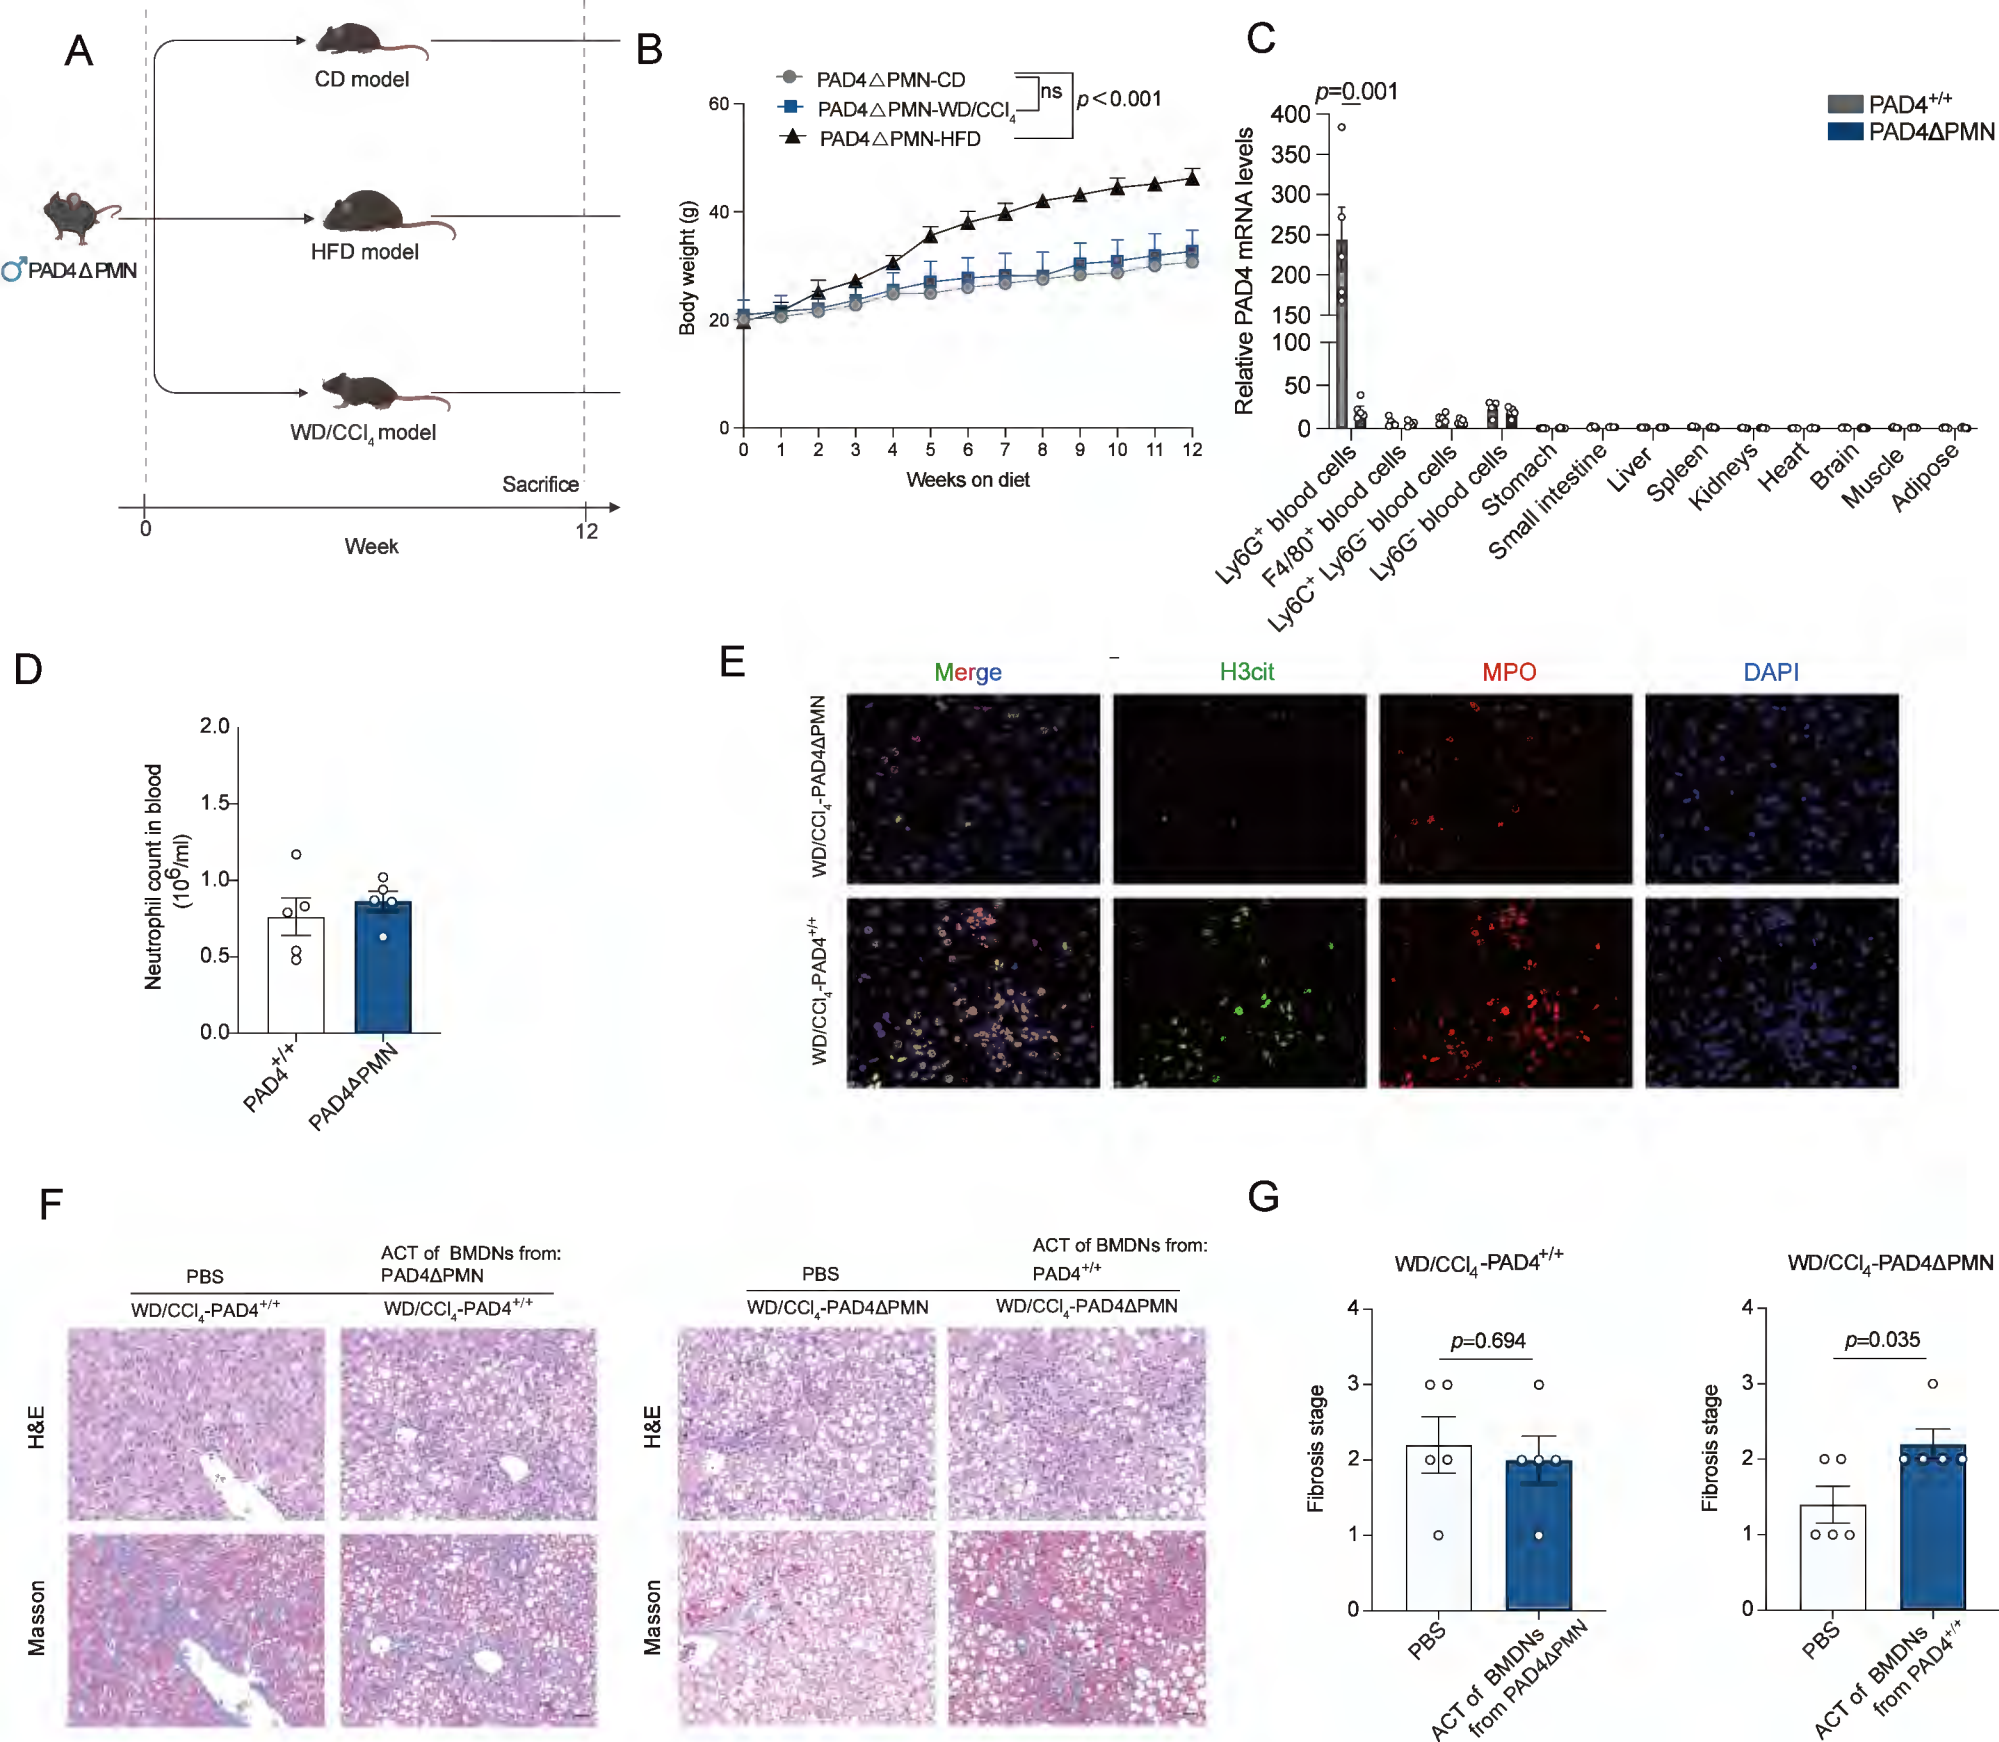

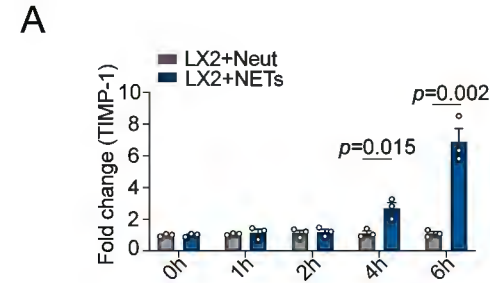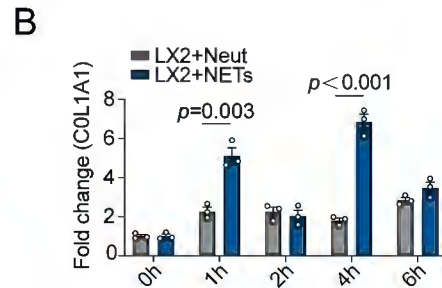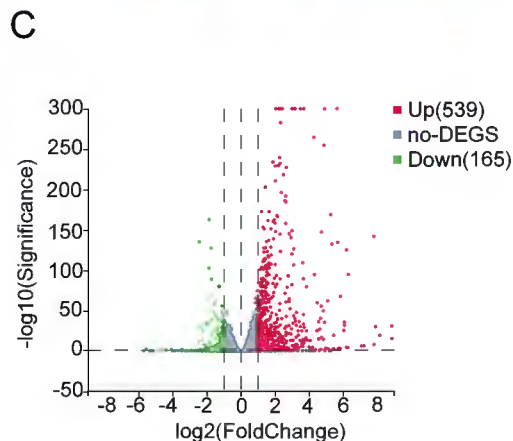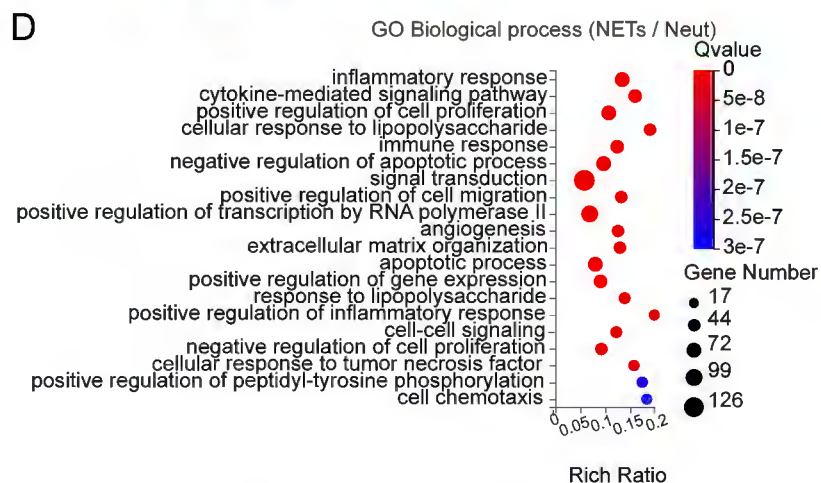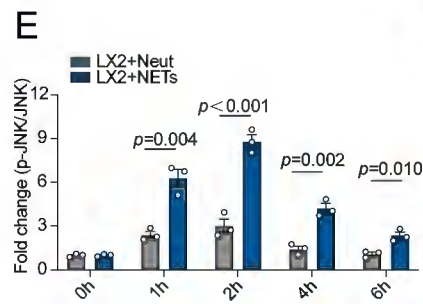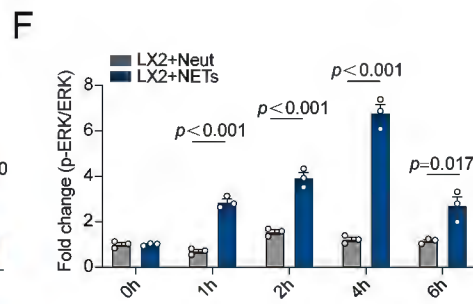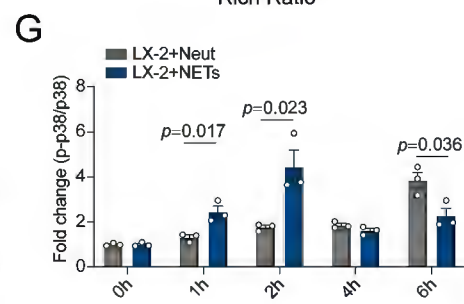

## Supplementary Figures

Supplementary Fig. 1. **Effects of neutrophil depletion on liver under HFD and WD/CCl<sub>4</sub> model.** (A) To deplete neutrophils, mice were administered anti-Ly6G antibody intraperitoneally each day during the latter phase of the dietary regimen. The control group received an equivalent dose of IgG2a. (B-C) Flow cytometry was used to analyze the clearance efficiency of neutrophils (CD11b<sup>+</sup> Ly6G<sup>+</sup> populations) in the liver of each group of mice, after intraperitoneal injection of Ly6G antibody. Data are presented as mean  $\pm$  SEM, based on five independent experiments. Statistical analyses were performed using two-tailed Student Test. Error bars represent mean  $\pm$  SEM.

Supplementary Fig. 2. **ScRNA-seq analysis revealed differences in the proportions of non-parenchymal cell subsets in MASL and MASH livers.** (A) Uniform manifold approximation and projection (UMAP) analysis of non-parenchymal cells from human MASL (n=6) and MASH (n=6) livers, with each cell colored by its tissue origin. (B) Dot plot illustrating the expression of canonical marker genes across the nine major cell clusters. Dot size indicates cell proportion, while color intensity reflects standardized expression levels. (C) UMAP visualization of transcriptional profiles from 121,020 non-parenchymal cells, partitioned into distinct clusters represented by different colors. (D) Bar plots showing the proportion of non-parenchymal cell subpopulations in human MASL and MASH livers.

Supplementary Fig. 3. **ScRNA-seq reveals neutrophil heterogeneity in human MASL and MASH liver.** (A) Dot plot illustrating the expression of canonical marker genes across the six major cell clusters of myeloid cells. Dot size indicates cell

proportion, while color intensity reflects standardized expression levels. (B) Volcano plot showing differentially expressed genes between neutrophils in MASH and MASL, with significance defined as  $FDR < 0.01$  and  $|\log FC| > 2$ . (C) Gene Ontology (GO) analysis of downregulated genes in MASH versus MASL, highlighting their associated molecular functions, cellular components, and biological processes. (D) GO analysis of upregulated genes in MASH versus MASL, describing the relevant molecular functions, cellular components, and biological processes.

**Supplementary Fig. 4. Functional enrichment of neutrophil subclusters by single-cell RNA-seq.** (A) Proportion of five neutrophil subpopulations in MASL and MASH groups. (B) Heatmap of significant KEGG pathway terms across neutrophil subtypes ( $FDR < 0.05$ ). (C) Gene Ontology Biological Process analysis for the Neut-5 subpopulation ( $FDR < 0.05$ ). (D) Flow cytometry analysis of  $PAD4^+$  neutrophils from livers of HFD-fed mice.

**Supplementary Fig. 5. Inflammation-related cytokines in liver tissues from MASL and MASH patients.** (A-E) Luminex assay quantification of inflammation-related cytokines in liver tissues from MASL (n=10) and MASH (n=10) patients. Statistically significant cytokines are highlighted. The above cytokines had no statistical difference between the two groups. Statistical analyses were performed using two-tailed Student Test. Error bars represent mean  $\pm$  SEM.

Supplementary Fig. 6. **Effects of Inhibiting PAD4<sup>+</sup> neutrophil and NETs formation on liver under CD, HFD, WD/CCl<sub>4</sub> model.** (A) Schematic representation elucidates the construction of PAD4ΔPMN mice model (Created with BioRender.com). (B) Weekly monitored body weight of CD, HFD and WD/CCl<sub>4</sub> treated PAD4ΔPMN mice (10 mice/group). (C) qRT-PCR analysis of PAD4 mRNA levels in tissues of 6–8-wk-old male PAD4ΔPMN mice and PAD4<sup>+/+</sup> mice (n = 5 mice per group). Neutrophils, macrophages, monocytes were isolated from peripheral blood by positive selection using anti-Ly6G, anti-F4/80, anti-Ly6C microbeads, respectively. (D) Neutrophil counts in peripheral blood of PAD4ΔPMN mice and PAD4<sup>+/+</sup> mice (n = 5 mice per group). (E) Representative immunofluorescence images of H3Cit and MPO staining in livers from WD/CCl<sub>4</sub>-fed PAD4ΔPMN and PAD4<sup>+/+</sup> mice. NETs are identified by co-staining with H3Cit, MPO, and DAPI, Scale bars, 20 μm. (F) Representative liver sections showing phenotypic changes, lipid accumulation, and fibrosis, assessed by Masson staining after bone marrow-derived neutrophils (BMDNs) adoptive cell transfer separately. Scale bars, 50 μm. (G) Fibrosis stage of each group. Statistical analyses were performed using two-tailed Student Test. Error bars represent mean ± SEM.

Supplementary Fig. 7. **PAD4<sup>+</sup> neutrophils promote hepatic stellate cell activation via NETs formation and MAPK Pathway activation.** (A) Quantitative grayscale analysis of TIMP-1 protein bands from western blots. (B) Quantitative grayscale analysis of COL1A1 protein bands from western blots. (C) Volcano plot showing

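A volcano plot places each gene by its log2 fold change and by the strength of its test. At an adjusted p under 0.01 and a log2 fold change beyond 2 in either direction, 198 genes were higher and 12 lower with NETs in the edgeR test. The authors' deposited table holds 210 genes higher and 14 lower at these limits, from its DESeq2 q-values.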

differentially expressed genes after NETs stimulated LX-2 cells, with significance defined as  $FDR < 0.01$  and  $|\log FC| > 2$ . (D) GO analysis of differentially expressed genes, describing the relevant biological processes. (E) Quantitative grayscale analysis of phosphorylated JNK and JNK bands from western blotting. (F) Quantitative grayscale analysis of phosphorylated ERK and ERK bands from western blotting. (G) Quantitative grayscale analysis of phosphorylated p38 and p38 bands from western blots. Statistical analyses were performed using two-tailed Student Test. Error bars represent mean  $\pm$  SEM.

Supplementary Fig. 8. **Analyzing the role of NETs-DNA and TAOK1 in MAPK pathway activation.** (A) Quantitative grayscale analysis of phosphorylated JNK and JNK bands, phosphorylated ERK and ERK bands, phosphorylated p38 and p38 bands from western blot after adding PF1355, ONO5046, and DNase I. (B) Schematic representation of the NETs-DNA pull-down assay methodology used to identify proteins interacting with NETs-DNA. (C) LC/MS was used to detect LX-2 cell membrane proteins obtained by DNA pull down analysis, depicted in a Venn diagram. (D) A heatmap displays the top 20 proteins identified through DNA pull-down assays. (E) Quantitative grayscale analysis of TAOK1 and MAPKAPK5 bands from western blotting. (F) Quantitative grayscale analysis of  $\alpha$ -SMA, TIMP-1, phosphorylated JNK and JNK bands, phosphorylated ERK and ERK bands, phosphorylated p38 and p38 bands from western blot after adding TAO Kinase inhibitor I. (G) Serum PAI-1 levels (ng/mL) measured by ELISA in WD/ $CCl_4$ -fed  $PAD4^{+/+}$  and  $PAD4\Delta PMN$  mice.

- 91 Statistical analyses were performed using one-way ANOVA and two-tailed Student
- 92 Test. Error bars represent mean  $\pm$  SEM.

93 **Supplementary Table 1. Characteristics of subjects whose Liver biopsy tissues were analyzed.**

94

95

96

**Supplementary Table 2. Liver histopathologic characteristics of the study individuals**

**Supplementary Table 3. Absolute liver tissue cytokine concentrations(pg/ml) by group.**

**Supplementary Table 4. Key Resources (reagents)**

# Supplementary material for: PAD4+ neutrophils promote hepatic stellate cell activation and accelerate MASH fibrosis progression viaNET-DNA/TAOK1/MAPK pathways
**Source:** JCI Insight. 2026 Jan 9;11(1):e191479. doi: 10.1172/jci.insight.191479
**Supplement:** Unedited blot and gel images

Figure 5A

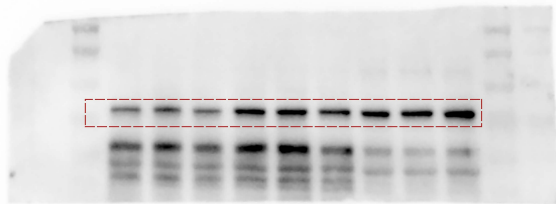

PAD4

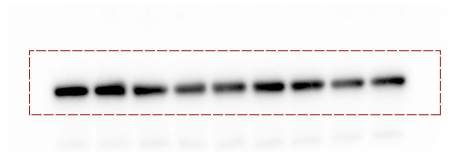

GAPDH

Figure 5E

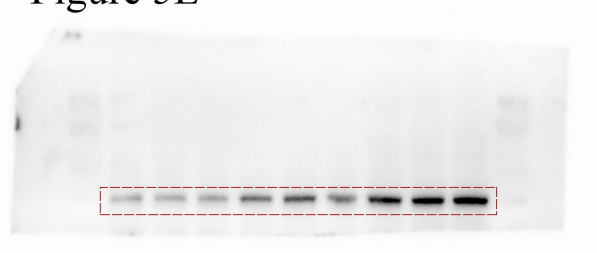

PAD4

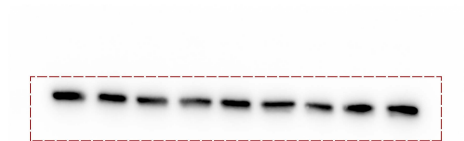

GAPDH

Figure 5K

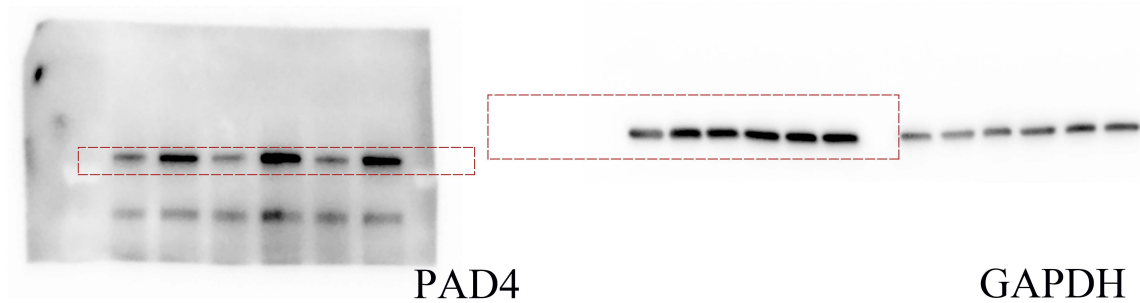

Figure 7E

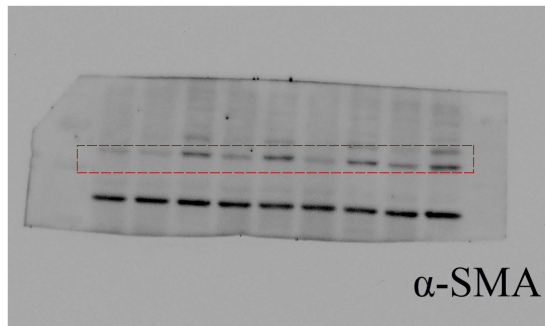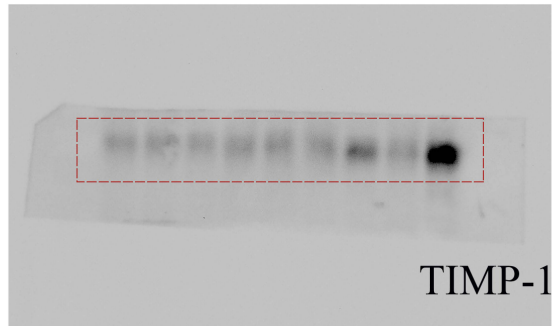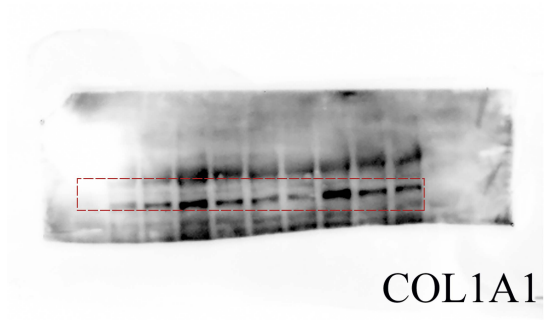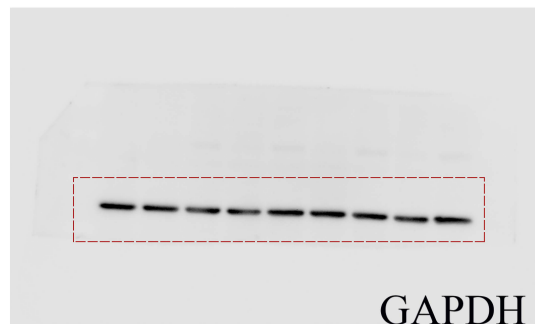

Figure 71

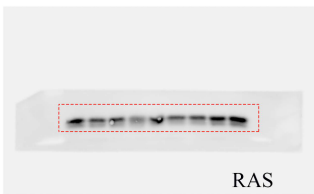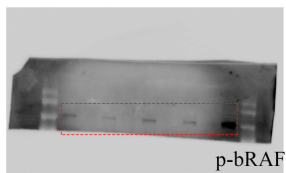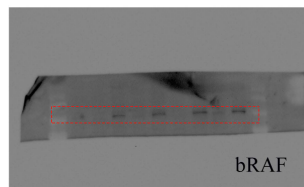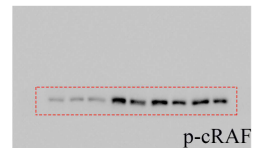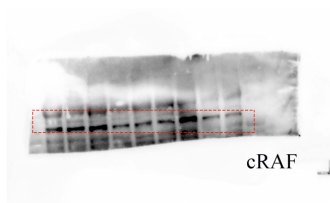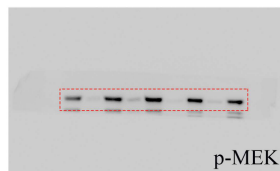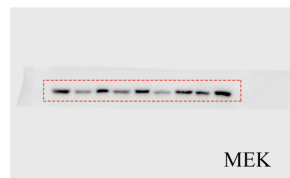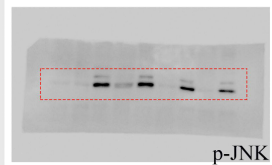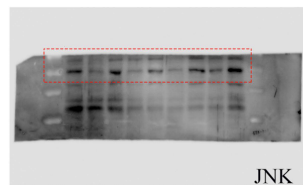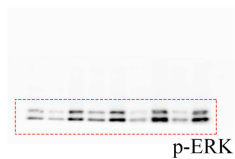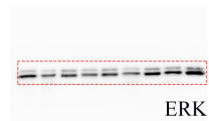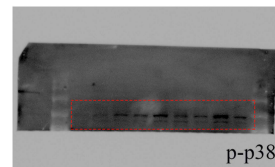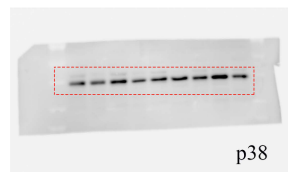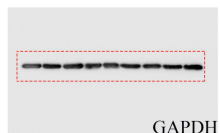

Figure 8C

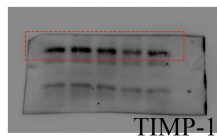

TIMP-1

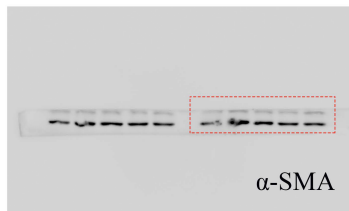

$\alpha$ -SMA

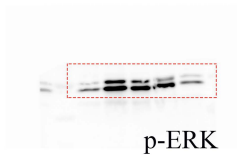

p-ERK

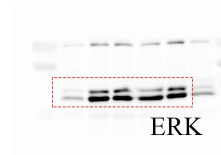

ERK

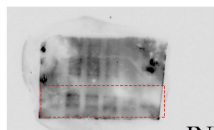

p-JNK

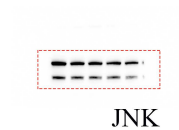

JNK

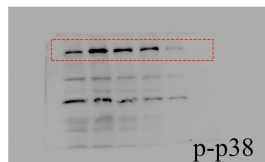

p-p38

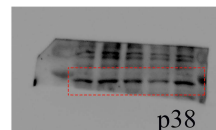

p38

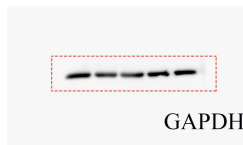

GAPDH

Figure 8G

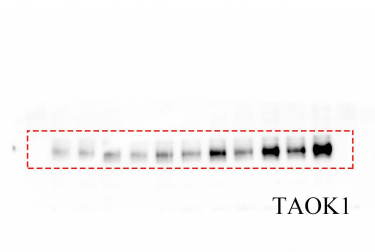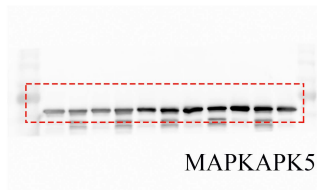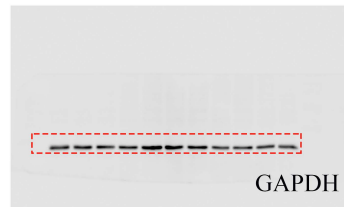

Figure 8J

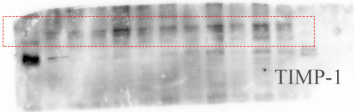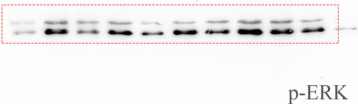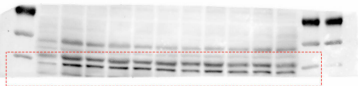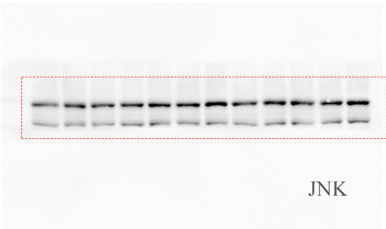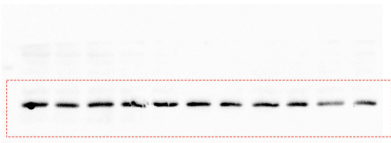

GAPDH

How the deposited data were processed for this re-analysis (not part of the article)

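RNA of LX-2 cells, an established human hepatic stellate cell line, was measured in 3 libraries after exposure to NETs and in 3 libraries after coculture with neutrophils. The grouping follows the sample labels, which also give 1 batch for the 6 libraries. The series holds no untreated LX-2 cells. The authors converted RNA to cDNA and sequenced it at the Beijing Genomics Institute. The aligner, the quantifier and the annotation are not given in the sources used here. The authors' file lists 16968 protein-coding genes and no mitochondrially encoded gene. Its gene positions carry the chromosome versions of GRCh37.

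Several kinds of values deposited by the authors were used. The expected counts deposited by the authors are estimates per gene and library that are not whole numbers and are not scaled for depth. They summed to 20594206 to 20848047 in the neutrophil libraries and 21120368 to 21285212 in the NETs libraries, and between 13034 and 13262 genes reached 10 counts per library. The authors also deposited TPM, which is scaled for gene length and depth, the log2 fold change of NETs over neutrophils, and the p-value and q-value of their DESeq2 test. TPM was used only to check the fold changes: the log2 ratio of mean TPM and the fitted log2 fold change had a Pearson correlation of 0.998 across 13259 genes, which are not independent replicates, and the TPM ratio was lower by a median of -0.18, since TPM has no factor for composition. FPKM columns and averages by group were not used. The authors' p-values were not used beyond their q-values, and their log2 fold changes and q-values served only for counts marked as theirs and for the overlap with the calls made here.

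Counts were rounded and genes with at least 10 counts in at least 3 libraries were kept, 13262 in all, with 3706 below this limit. edgeR 4.0.16 in R 4.3.3 estimated TMM factors, which were 1.05 to 1.08 in the neutrophil libraries and 0.94 to 0.95 in the NETs libraries, and fitted a quasi-likelihood model with the group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were called at an adjusted p under 0.05, and the counts of differentially expressed genes add a fold change over 2, the rule of the Supplemental Methods. The common biological coefficient of variation was 5.33%. The SE of a log2 fold change was taken from the F statistic of its test. For a gene with 1 to 3 counts in a group the ratio of normalized counts is given with an exact 95% interval for counting error, and for a gene with none a lower bound against 3 counts over the group. In simulated data with 3 libraries per group, 55 of 67 genes changed by 0.50 on the log2 scale were called. Of those changed by 1.00, 57 of 67 were called, and of those changed by 2.00, 66 of 66. Among 13250 genes tested, 15 unchanged genes were called. The share of false calls is these 15 set against the genes called, not against all genes tested. The simulation changed 200 genes, while 5507 were called in the data without a fold limit. It therefore does not test the scaling or the calls where so many genes differ.

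Before the data were examined, 24 gene lists were written from textbook knowledge: stellate cell activation, collagens and matrix, matrix metalloproteinases, chemokines, interleukins and colony-stimulating factors, NF-κB targets, MAPK-responsive genes, MAPK kinases, growth factor ligands, DNA sensing, interferon-stimulated genes, TGF-β targets, glycolysis, cholesterol synthesis, S phase, G2 and M phases, unfolded protein response, oxidative stress, stellate cell quiescence, and markers of neutrophils, of monocytes, of lymphocytes, platelets and erythrocytes, of hepatocytes and endothelium, and mitochondrially encoded genes. The 21 lists with at least 5 tested members were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, again with a correlation estimated from the data, and with fry. Some of the lists share members with each other and with the genes the paper names. KEGG and GO terms were taken from the annotation in the authors' file. Terms with at least 10 tested members were tested for genes past the 2-fold limit with a one-sided Fisher's exact test, against the tested genes with any annotation (5603 for KEGG, 12203 for GO). The named genes were fixed by a rule. They were 20 genes that the paper names, the 10 largest called changes in each direction, and members of each list. The 10 were taken among genes with a mean of at least 1 CPM and groups that do not overlap. Each list gave up to 4 called members with the largest changes, or its 2 most abundant members where fewer than 2 were called. This rule gave 107 genes.

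The alternatives tried were RLE and upper-quartile scaling, no filter and a filter of 50 counts, the replicate number as a block, leaving out each library, DESeq2 1.42.0, limma-voom, stricter thresholds, edgeR's glmTreat, and, for enrichment, other gene sets and backgrounds. Scaling by library totals alone was added after seeing the data. The paper does not describe pairing, so the main model has no block. Correlations between changes of libraries with the same replicate number were weak, at 0.012, 0.026 and 0.089 for replicates 1, 2 and 3. The library of the same number was the best match for replicates 2 and 3 but not for 1. So few replicates cannot exclude pairing. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used to read the file and draw the plots. Reads were not available, so alignment, shared reads and duplicates could not be examined.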

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

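The test of carried-over inducers was chosen only after the result was seen. The others were set before the data were examined.

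By the rule that chose them, the 10 genes with the largest increases all stood above their level in the neutrophil libraries in all 3 NETs libraries. For 7 of these genes the paper's text does not report RNA in LX-2 cells, which it does not for CXCL8 and CXCL3 either. The log2 fold changes of the 7 were 8.60 for TNF and 7.97 for CSF3, which rest on few counts with neutrophils and depend on the fit there, 7.78 for CCL20, 6.29 for IL1A, 6.19 for SERPINB2, 6.05 for IL33 and 6.02 for PTGS2. Without neutrophil replicate 1 the values were 8.82 for CSF3, 8.46 for CCL20, 6.88 for IL33 and 6.91 for PTGS2. Without neutrophil replicate 2, TNF has no count with neutrophils.

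In total 710 genes were called between NETs and neutrophils at an adjusted p under 0.05 and over 2-fold. Among the 10 ways to split the 6 libraries into 3 and 3, 1 (the real split) gave that many, and the highest of the other splits gave 0. A total of 10 splits is too few for a share under 0.05.

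The 189 genes lower with NETs stand against a coculture that held neutrophils, so RNA of neutrophils left in those libraries could lower them on the NETs side. The bound set for this was a median under 1 CPM over CSF3R, CXCR2 and 4 other neutrophil markers in the neutrophil libraries. Those 4 have no row in the authors' file, and the median of CSF3R and CXCR2 was 0.153 CPM, with 0 counts of CSF3R. Of the 27 listed markers with a row, 18 were under 1 CPM there, and of the 9 over 1 CPM, which include SRGN (130 CPM), NAMPT (229 CPM) and BASP1 (523 CPM), 4 were higher with NETs, these 3 among them, and 2 were lower. A high level of SRGN in the neutrophil libraries had been set as a sign of neutrophil RNA, and was seen. The other sign set, most markers over 1 CPM being lower with NETs, was not seen. SRGN, NAMPT and BASP1 were abundant in both groups, so they cannot tell neutrophil RNA from LX-2 RNA. The 2 lower ones, CD177 (1.35 against 0.635 CPM) and PTPRC (1.80 against 1.17 CPM), go with neutrophil RNA. The low levels of CSF3R, CXCR2 and most listed markers argue against it as the main source. A biological difference between the exposures remains open.

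The 521 genes higher with NETs could come from neutrophil RNA, from sequencing depth or from the IL-8, G-CSF and TNF-β used to induce NETs. The median of CSF3R and CXCR2 in the NETs libraries was 0.109 CPM, which argues against neutrophil RNA. Library totals lay between 20594206 and 21285212 counts, and such near-equal totals argue against depth. After all libraries were thinned to 20594169 counts, 519 genes were still called higher over 2-fold. With totals this close, thinning removed few counts and could change little. The Supplemental Methods state that the supernatant was discarded after the induction and that NETs were collected in a wash with PBS that was centrifuged to be free of cells, and the Results describe the neutrophils for the cocultures as treated with the same inducers, so traces could have reached both groups. Among the receptor genes of the inducers, TNFRSF1A, for TNF-β, stood at 137 CPM in the neutrophil libraries and TNFRSF1B, its second receptor, at 52.1 CPM there and 122.9 CPM with NETs (log2 fold change 1.24, adjusted p = 1.05e-06), while CXCR2, for IL-8, stood at 0.305 CPM there and 0.200 CPM with NETs, and CSF3R, for G-CSF, had 0 counts and 1 count. No library holds LX-2 cells given the inducers alone, so a response to TNF-β left after the wash and a response to NETs, the biological explanation, cannot be told apart.

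Of the 40 neutrophil markers listed, 27 had a row and 11 were tested, of which 5 were higher and 2 lower with NETs (the same when adjusted over the list alone). Camera gave an adjusted p of 0.0422, with an adjusted p = 0.237 with an estimated correlation and 0.165 with no filter on low counts. MMP9, SRGN and NAMPT, which were higher, were also counted in the neutrophil cocultures, at 3.91, 130 and 229 CPM.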

How the results depend on the processing

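Library totals alone was chosen as a setting after seeing the data. The 521 genes higher over 2-fold stayed within 1.5 times (370 to 573) under 16 alternatives, leave-one-out fits among them, and became 198 at an adjusted p under 0.01 and a log2 fold change over 2. The 189 genes lower over 2-fold ranged from 144 to 259 under 13 alternatives and became 12 at those thresholds, 105 with a minimum of 50 counts, 38 with glmTreat and 325 with library totals alone. A stricter threshold or minimum leaves fewer genes by construction. Without a fold limit, upper-quartile factors gave 1893 higher and 4633 lower and library totals alone gave 1512 and 6448, since these scalings moved the median of all genes by -0.10 and -0.18, and the other alternatives gave 2273 to 3280 higher and 1827 to 2969 lower. With the replicate number as a block, 524 genes were higher and 184 lower over 2-fold. Camera called 12 of 21 lists with the preset correlation and 0 with an estimated correlation, where 4 lists had an unadjusted p under 0.05, and fry called 17. Of 107 named genes, 103 kept their direction and call under each alternative set before the data were examined that tested them, and CGA, BGN, PPARG and ADIPOR1 did not. Most named genes were chosen for a call and a large change in the main fit. Their stability was thus partly fixed by the choice, and it does not cover other genes given in the text. The log2 fold change of ADIPOR1, 0.14, turned to -0.038 with library totals alone, by the shift that this scaling gives all genes. The 4 KEGG pathways and 4 GO terms kept their calls under 4 alternatives each, with adjusted p up to 0.0156 and 0.0495. Genes with few counts limit what can be said, as 3706 genes were below the filter.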

Differences from the paper's values

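No count in the text of the paper differs from the value here by more than 1.5 times. At the thresholds of the Supplemental Methods the paper's values are 539 genes higher and 165 lower, and edgeR gave 521 and 189. The authors' deposited table, at a q-value under 0.05 and over 2-fold, holds the paper's numbers, and 515 of the 521 and 156 of the 189 genes are called there in the same direction. Of the genes in that table only, 18 higher and 8 lower ones were below the count filter used here. The legend of Supplemental Figure 7 gives stricter thresholds, at which edgeR gave 198 and 12 and the authors' table 210 and 14.

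The paper reports from a time course of Western blots that α-SMA, TIMP-1 and COL1A1 protein were higher in LX-2 cells with NETs than with neutrophils. It also reports more α-SMA by immunofluorescence. RNA is another measure, and its exposure time is not given in the paper's text, so the times may differ. Of the genes for these 3 proteins, TIMP1 was higher with NETs. It was at 153 ± 7.63 CPM with neutrophils and 625 ± 9.43 CPM with NETs (log2 fold change 2.03, SE 0.0473, adjusted p = 5.36e-10). ACTA2, which encodes α-SMA, was lower, at 52.6 ± 5.50 and 38.4 ± 4.07 CPM (-0.45, SE 0.0881, adjusted p = 0.00214). COL1A1 was lower too, at 729 ± 46.8 and 417 ± 12.4 CPM (-0.81, SE 0.0518, adjusted p = 7.50e-07). Both stayed lower and called under 14 alternatives, with log2 fold changes of -0.63 to -0.37 for ACTA2 and -0.98 to -0.75 for COL1A1.

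The paper reports from Western blots and immunofluorescence that NETs raised TAOK1 protein in LX-2 cells. The paper's case for TAOK1 also rests on a pull-down with NET-DNA and on a TAO kinase inhibitor, which RNA levels do not address. RNA is another measure, and its sampling time may differ from that of the protein. The RNA compares NETs with neutrophils and has no untreated cells, so a rise with both exposures would not show. TAOK1 RNA was 225 ± 13.0 CPM with neutrophils and 221 ± 12.2 CPM with NETs (log2 fold change -0.02, 95% interval -0.15 to 0.10, adjusted p = 0.765). Of 14 alternatives, 1 called it, scaling by library totals alone, as lower (-0.20, adjusted p = 0.00789, over a range of 0.00789 to 0.98), and that setting was chosen after seeing the values. MAPKAPK5, which the paper also names, had a log2 fold change of 0.00 (95% interval -0.10 to 0.09, adjusted p = 0.939), and the same added setting alone called it, as lower.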

Other observations

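The test of an interferon response and the enrichment of MAPK genes outside the TNF and NF-κB pathways were chosen only after the results were seen. The lists below were set before the data were examined, and changes in them below 0.20 on the log2 scale can turn with the scaling.

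Targets of TGF-β were mixed: of 20, 12 were higher and 4 lower (13 and 4 when adjusted over the list alone, median 0.53, or 0.34 without neutrophil replicate 3). The cell cycle inhibitor CDKN1A (log2 fold change 2.30, SE 0.128) and PMEPA1, a feedback inhibitor of TGF-β signaling (2.27, SE 0.249), were higher, while ID1 (-1.73, SE 0.106) and SMAD6 (-1.76, SE 0.181), both targets of BMP signaling, were lower. Of the other ID and SMAD genes in the list, ID2 (1.58) and SMAD7 (1.01) were higher and ID3 (-0.09) was not called. The set was called at an adjusted p of 0.00346, with an adjusted p = 0.237 with an estimated correlation. Among 23 glycolysis genes, 10 were higher and 1 lower (10 and 2 when adjusted over the list alone, median 0.09), led by PFKFB3, a regulator of glycolytic flux (1.43), and hexokinase gene HK2 (0.70), with an adjusted p of 0.0139 for the set, 0.237 with an estimated correlation and 0.0557 with upper-quartile factors. Stress genes rose in part. Of 19 genes of the unfolded protein response, 8 were higher and 1 lower (10 and 1 when adjusted over the list alone, median 0.19), with DDIT4 (1.91), ATF3 (1.52), SESN2 (1.10) and XBP1 (0.75) higher and the chaperone gene HSPA5 at -0.01 and not called. Of 14 oxidative stress genes, 7 were higher and 2 lower (8 and 2 when adjusted over the list alone, median 0.21), led by the metallothionein genes MT2A (1.33), MT1X (1.24) and MT1E (0.87), which are similar in sequence and between which shared reads are uncertain, and by HMOX1 (0.71). Both sets had an adjusted p of 0.0131, and an adjusted p = 0.237 with an estimated correlation.

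Of 23 genes of cholesterol synthesis and uptake, 6 were higher, among them SQLE (0.98) and INSIG1 (0.93), and 2 were lower, with an adjusted p of 0.572 for the set (6 and 2 when adjusted over the list alone, median 0.00). Of 8 genes of stellate cell quiescence, 2 were higher and 1, NGFR (-0.32), was lower (1 and 1 when adjusted over the list alone, adjusted p = 0.981). The 2 higher ones, PPARG (0.53, adjusted p = 0.0479, over a range of 0.0247 to 0.169) and ADIPOR1 (0.14, adjusted p = 0.0184), depended on the settings. Of 6 monocyte and macrophage markers, CSF1R (1.56, SE 0.337) was higher, VCAN (-0.88), which also encodes a matrix protein, was lower, and the set had an adjusted p of 0.819 (1 and 1 when adjusted over the list alone). Of 4 hepatocyte and endothelial markers, SERPINA1 (2.75) and VWF (0.95) were higher and none was lower (2 and none when adjusted over the list alone). Neither of 2 lymphocyte and platelet markers tested, ITGA2B (-0.04) and CD3G (-0.23), was called. No mitochondrially encoded gene was in the file.

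The MAPK signaling pathway was tested again without members of the TNF and NF-κB pathways. Of 188 members left, 28 were past the 2-fold limit, a 2.52-fold enrichment over 322 of 5445 genes (one-sided Fisher's exact test, p = 4.18e-06). The exact test takes genes as independent.

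A response of LX-2 cells to DNA in NETs could appear as an interferon response among the genes that were higher. Of 32 interferon-stimulated genes, 11 were higher and 4 lower (11 and 5 when adjusted over the list alone), with a median log2 fold change of 0.079 and quartiles of -0.06 and 0.45, and 3 genes had a log2 fold change over 1, of which IFI44L (1.54, adjusted p = 0.0881) was not called. Neutrophil replicate 3 was the lowest neutrophil library for 0 of the 32, against 42.0% of all genes tested. Leaving out 1 neutrophil library at a time gave medians from 0.049 to 0.13. ISG20 (1.49), IFIH1 (1.04) and DDX58 (0.96) were higher and IFIT1 (-0.80), IFIT2 (-0.64) and IFIT3 (-0.24) lower. The set had an adjusted p of 0.145, and IFNB1 had 1 count over the neutrophil libraries and 3 over the NETs libraries. These values argue against an interferon response as the source of the genes higher with NETs at the time of sampling, which the paper's text does not give. Of 14 genes of DNA sensing, 4 were higher, namely NLRP3 (3.65, SE 0.104), CGAS (0.69), IRF3 (0.58) and CASP1 (0.31), and HMGB2 (-0.45) was lower (4 and 1 when adjusted over the list alone, adjusted p = 0.145 for the set), while STING1 had 0.07 and was not called.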
